# DNA methylation remodeling and the functional implication during male gametogenesis in rice

**DOI:** 10.1186/s13059-024-03222-w

**Published:** 2024-04-02

**Authors:** Xue Li, Bo Zhu, Yue Lu, Feng Zhao, Qian Liu, Jiahao Wang, Miaomiao Ye, Siyuan Chen, Junwei Nie, Lizhong Xiong, Yu Zhao, Changyin Wu, Dao-Xiu Zhou

**Keywords:** Rice male gametogenesis, Egg, Zygote, DNA methylation, CMT3, JMJ706, JMJ707

## Abstract

**Background:**

Epigenetic marks are reprogrammed during sexual reproduction. In flowering plants, DNA methylation is only partially remodeled in the gametes and the zygote. However, the timing and functional significance of the remodeling during plant gametogenesis remain obscure.

**Results:**

Here we show that DNA methylation remodeling starts after male meiosis in rice, with non-CG methylation, particularly at CHG sites, being first enhanced in the microspore and subsequently decreased in sperm. Functional analysis of rice CHG methyltransferase genes CMT3a and CMT3b indicates that CMT3a functions as the major CHG methyltransferase in rice meiocyte, while CMT3b is responsible for the increase of CHG methylation in microspore. The function of the two histone demethylases JMJ706 and JMJ707 that remove H3K9me2 may contribute to the decreased CHG methylation in sperm. During male gametogenesis CMT3a mainly silences TE and TE-related genes while CMT3b is required for repression of genes encoding factors involved in transcriptional and translational activities. In addition, CMT3b functions to repress zygotic gene expression in egg and participates in establishing the zygotic epigenome upon fertilization.

**Conclusion:**

Collectively, the results indicate that DNA methylation is dynamically remodeled during male gametogenesis, distinguish the function of CMT3a and CMT3b in sex cells, and underpin the functional significance of DNA methylation remodeling during rice reproduction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-024-03222-w.

## Background

DNA cytosine methylation is a hallmark for repression of transposable elements (TE) and related sequences in complex genomes such as flowering plants and vertebrates. In flowering plants, DNA cytosine methylation occurs in the context of CG, CHG and CHH (where H is A, C, or T) sequences. CG methylation is maintained during cell division by DNA methyltransferase1 (MET1), which recognizes and methylates hemi-methylated CG sites in the newly replicated DNA. Non-CG (i.e. CHG and CHH) methylation in heterochromatin is maintained by plant-specific Chromomethylases3 (CMT3, at CHG sites) and CMT2 (at CHH and CHG sites), which bind to the histone methylation mark H3K9me2, while CHH methylation in euchromatin regions is maintained by Domains Rearranged Methyltransferase2 (DRM2) guided by related siRNA [1]. DRM2 also mediates de novo DNA methylation regardless of sequence contexts [1]. All three methylation sites are found in TE and TE-like sequences and in about 10–20% of genes depending on plant species. DNA methylation in positive regulatory sequences impairs gene transcription and causes gene silencing, but enhances gene activity when occurring in repressive DNA elements [2]. CG methylation is also common within the transcribed regions of genes, where is associated with gene activity [3]. In rice, DNA methylation displays some differences in methylation levels and genomic distribution compared with Arabidopsis. For instance, rice mCHH is enriched at euchromatin regions and many genes are found to be methylated at CHH sites, especially around TSS [4, 5]. There are also quite a number of genes methylated at CHG sites which are related to allelic-specific expression in rice hybrids [6].

Epigenetic marks are reprogrammed in the gametes and after fertilization. In mammals, there are two distinct phases of epigenetic reprogramming to prevent inheritance of ancestral epigenetic signatures. The first phase consists of a genome-wide erasure of DNA methylation in the primordial germ cells (PGCs), the gamete precursors, followed by the reestablishment of epigenetic signatures to enable gamete maturation and function [7, 8]. Global DNA methylation is once again erased post-fertilization in early embryos, followed by another round of global de novo methylation during embryo development [9–11]. In contrast with mammals, DNA methylation is not globally erased in gametes in flowering plants [12–17]. Unlike mammalian germ lines that are defined already at an early stage of embryogenesis, thus before meiosis, the plant male and female sexual lineages initiate as diploid meiocytes from somatic cells, which give rise to haploid microspores after meiosis. The male microspores subsequently undergo mitosis, producing the vegetative and generative cells. The generative cell is further divided to produce two sperm cells in the mature pollen grain, the male gametophyte. Previous studies showed that plant sperm DNA methylation is remodeled and shows variation relative to somatic tissues [12, 14, 16–19]. However, it remains unclear whether the remodeling process is initiated in male meiocytes before meiosis or at the subsequent steps after meiosis and whether DNA methylation remodeling is required for male gametogenesis.

In this work, we analyzed DNA methylation in rice male meiocyte, microspore and sperm and studied the function of a set of chromatin regulators during the process. The results indicate that DNA methylation remodeling starts after meiosis of the male meiocytes and that non-CG methylation, particularly at CHG sequences, is dynamically remodeled during rice male gametogenesis. The work reveals distinct function of DNA methyltransferases and histone demethylase in the remodeling of CHG methylation and suggests that the CHG methylation remodeling has functional significance for male gametogenesis and fertilization.

## Results

### Non-CG methylation is dynamically remodeled during rice male gametogenesis

To study DNA methylation dynamics during male gametogenesis in rice, we manually isolated male meiocytes, unicellular microspores and sperms of the Zhonghua11 (ZH11) variety as previously described [17, 20–22]. About 400 meiocytes, 300 unicellular microspores and 100 sperm cells were collected for bisulfite sequencing (BS-seq) analysis using a protocol developed for small numbers of cells (Additional file 1: Fig. S1a, b) [23]. Data with two biological replicates were obtained (Additional file 1: Fig. S1c, Additional file 2: Table S1). Violin plots of the BS-seq data revealed that the overall CG methylation (mCG) levels (especially in TE and TE-related genes, TEG) gradually increased during male gametogenesis (Fig. 1a), whereas CHG methylation (mCHG) levels were first increased in unicellular microspore (UM) but subsequently decreased in sperm (S) to the lowest levels (Fig. 1a). Density plots confirmed the mCHG variations between microspore (UM) and meiocyte (Me) and between sperm (S) and microspores (UM) (Fig. 1b). A similar trend of CHH methylation (mCHH) variation was also observed (Fig. 1b). Scanning of differentially methylated regions (DMRs, defined within 100-bp windows, see Methods) between microspore and meiocyte (UM-Me) detected more hyper than hypo CG (876 hyper versus 646 hypo), CHG (10,720 hyper versus 3,764 hypo), and CHH (31,501 hyper versus 20,983 hypo) DMRs, indicating a clear gain of non-CG methylation in microspore (Fig. 1c, d). In sperm relative to microspore, there were more hypo- than hyper-DMRs at non-CG, especially CHG context (30,455 hypo- compared to 1,727 hyper-DMRs), confirming a clear decrease of mCHG in sperm. The mCHG levels in sperm were the lowest when compared with those in egg and zygote or somatic tissues of the same rice variety (Additional file 1: Fig. S2a, see below), which could be also observed in other rice varieties (Additional file 1: Fig. S2b) [4, 16, 17, 24]. Analysis of sex cell methylomes obtained from the Nipponbare (NIP) variety indicated that sperm mCHG and mCHH levels were lower than pollen vegetative cell levels, but comparable to central cells of the female gametophyte (Additional file 1: Fig. S2b) [16, 24]. About 2/3 (5,221/7,775) of the increased mCHG (hyper DMRs) in microspore (relative to meiocyte) were erased in sperm, the other 1/3 (2,554/7,775) microspore hyper DMRs remained hyper-methylated in sperm (Additional file 1: Fig. S3a, clusters A and B). These two clusters of the microspore hyper DMRs were located mainly in genic and intergenic regions (Additional file 1: Fig. S3b), and showed enrichment of euchromatin histone marks (H3K36me3, H3K9ac) (Additional file 1: Fig. S3d). By contrast, many sperm hypo DMRs (12,588) that showed no change between microspore and meiocyte (Additional file 1: Fig. S3a), which corresponded mainly to TE and TEG (Additional file 1: Fig. S3b), and were enriched for the heterochromatin mark H3K9me2 (Additional file 1: Fig. S3d). The data indicate that during male gametogenesis mCHG and mCHH at both euchromatin and heterochromatin loci are dynamically remodeled to the lowest levels in sperm.

**Fig. 1:**
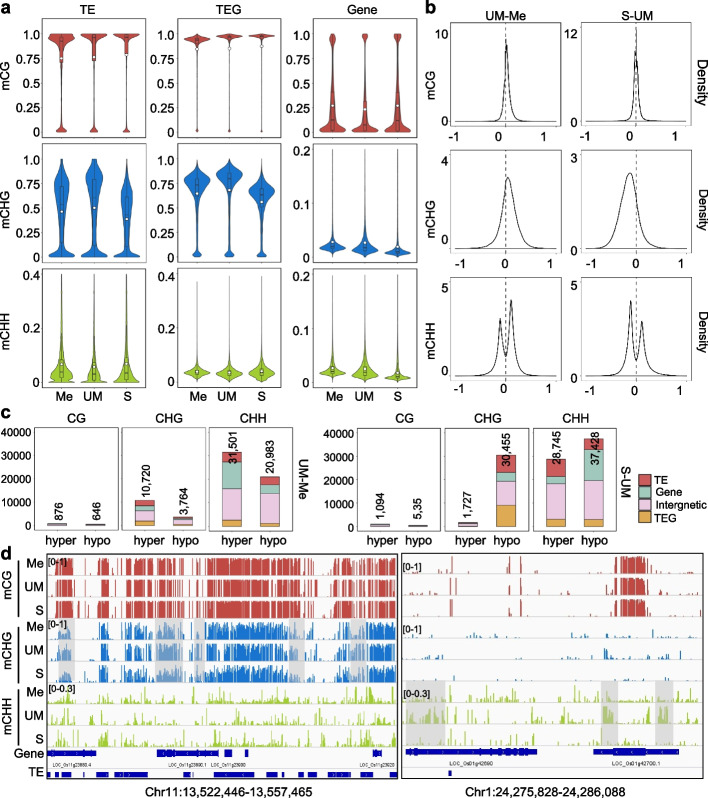
DNA cytosine methylation in rice meiocytes, unicellular microspores, sperms. **a** Violin plots showing overall cytosine methylation levels (mCG, mCHG, and mCHH) in transposable elements (TE), transposable gene (TEG) and protein coding gene (Gene) of rice Zhonghua 11 (ZH11) meiocyte (Me), unicellular microspore (UM) and sperm (S). Values of the methylomes are averages from the two replicates. The average methylation levels (white dots) and median values (black bars) are indicated. **b** Density plot showing the frequency distribution of fractional methylation difference between the indicated samples. **c** Numbers of differentially methylated regions (DMRs) of between the indicated comparisons, distributed in TE (> 500 bp), TEG, gene, and intergenic regions. DMRs located in TE (red), gene (light green), intergenic region (pink), and TEG (yellow) are shown. **d** Genome browser screenshots of mCG, mCHG, and mCHH in meiocytes (Me), unicellular microspore (UM), sperm (S). Differentially methylated regions are grey colored

From cluster A of the microspore hyper DMRs, 315 genes were identified. These genes are enriched for translation, ribonucleoprotein complex, and cellular protein metabolic functions, implying that mCHG in protein translation and RNA-binding pathway genes was particularly dynamic during meiocyte to sperm development (Additional file 1: Fig. S3e, Additional file 4: Table S3). 

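Expression in the male lineage was measured by RNA-seq in WT meiocyte (3 libraries), unicellular microspore (3 libraries) and sperm (2 files). The paper's methods give about 400 meiocytes and 3000 sperm cells for the transcriptome libraries. The authors aligned the reads to the MSU7.0 rice genome with hisat2 and counted them on genes with featureCounts, and each file lists counts, FPKM and TPM for 55986 features. Total counts were between 12081830 and 16678222 in meiocyte (median 14191264), between 10980349 and 13127575 in microspore (median 12685316), and 17941236 and 18868484 in the sperm files. Counts were normalized by edgeR's TMM method, and genes with too few counts were removed with edgeR's filterByExpr at a minimum count of 10. Microspore and meiocyte were compared with edgeR's quasi-likelihood test, and a gene was called up- or downregulated at an adjusted p under 0.01 and a fold change over 2, the limits the paper used with DESeq2. The WT sperm files differed by less than counting noise and were counted as 1 sample, their mean, so comparisons with WT sperm have no test. In those comparisons a gene was counted as over 2-fold different when every library of the other group lay over 2-fold to the same side of WT sperm on the log2 CPM scale, with a prior count of 2. A group with 3 counts or fewer in every library was read as a floor, and a fold against it is a lower bound. Floors and intervals cover counting error only.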

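All 315 genes of Table S3 were found in the files, and 184 of them passed the filter in the comparison of microspore with meiocyte. Of these, 75 were lower and 40 were higher in microspore, and with p-values adjusted over the list alone the counts were also 75 and 40. Among all 23884 genes tested, 7726 were lower and 7088 were higher in microspore. Without the filter on low counts, the setting that moved these counts most, 12681 genes were higher and 9314 were lower. The median log2 fold change of the list was -0.49, with 109 genes below 0 and 75 above it, against a median of -0.05 for all genes tested. The list ranked lower than the other genes in limma's camera test (p = 0.00084, two-sided) with its preset correlation between genes of 0.01. The same direction was obtained with fry (p = 2.01e-06), but the difference did not hold with a correlation estimated from the libraries (p = 0.0962). Compared with WT sperm, 37 of 190 genes were over 2-fold lower in every microspore library and 123 were over 2-fold higher. The median log2 ratio of microspore to sperm was 2.46, or 2.34 with genes at the floor placed at their bound, and it lay above all 10000 random gene lists matched on mean expression (95% of them between 0.03 and 1.43). In all, 101 genes were lower in microspore than in meiocyte or sperm, and 11 were lower than in both.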

Several genes showed lower expression in microspore than meiocyte and/or sperm (Additional file 1: Fig. S4a), suggesting that hypermethylation might play a role in their repression in microspore.

### CMT3a and CMT3b function during male gametogenesis

*CMT3a* is a major CHG methyltransferase gene expressed at high levels throughout the sporophytic development in rice [25, 26]. However, its expression became low or undetectable in sperm in several rice varieties (Fig. 2a). By contrast, *CMT3b* expression was low or undetectable in vegetative tissues/organs but showed expression in reproductive cells including meiocyte, microspore, and sperm (Fig. 2a). 

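In these ZH11 samples, *CMT3a* (LOC_Os10g01570) had 23.4 ± 0.538 FPKM (SD, n = 3) in WT meiocyte and 0.987 ± 0.279 FPKM (SD, n = 3) in microspore. In WT sperm it had 1.07 FPKM, from 31 and 32 counts in the 2 files, above the 0.105 FPKM that 3 counts give. The microspore value rests on 12 to 25 counts per library. From meiocyte to microspore, the log2 fold change was -4.21 (SE 0.13, adjusted p = 1.04e-22 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the groups did not overlap. With library sizes scaled by TMM, the setting that moved the meiocyte and sperm levels most, the sperm value was 1.50 FPKM. The microspore level moved most without microspore replicate 1, to 1.14 FPKM. The other tissues and varieties of Fig. 2a were not analysed here.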

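*CMT3b* (LOC_Os03g12570) had 5.85 ± 0.718 FPKM (SD, n = 3) in WT meiocyte, 2.32 ± 0.230 FPKM (SD, n = 3) in microspore and 4.82 FPKM in sperm, the last from 501 and 539 counts in the 2 files. The log2 fold change from meiocyte to microspore was -1.02 (SE 0.09, adjusted p = 1.33e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), close to the 2-fold limit. It was -0.98 with DESeq2's size factors, -0.94 without microspore replicate 3 and -0.98 without meiocyte replicate 1, and it was not called in any of these fits.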

To study the function of *CMT3* genes during male gametogenesis, we produced *cmt3a* and *cmt3b* knockout (KO) plants in the ZH11 background using the CRISPR technique and two independent lines for each gene were obtained (Additional file 1: Fig. S5a). The *cmt3a* mutants produced mainly defective pollens and were infertile (Fig. 2b). Cytology sections revealed that the *cmt3a* pollen development was arrested likely at the bicellular microspore stage (Additional file 1: Fig. S5b).

**Fig. 2:**
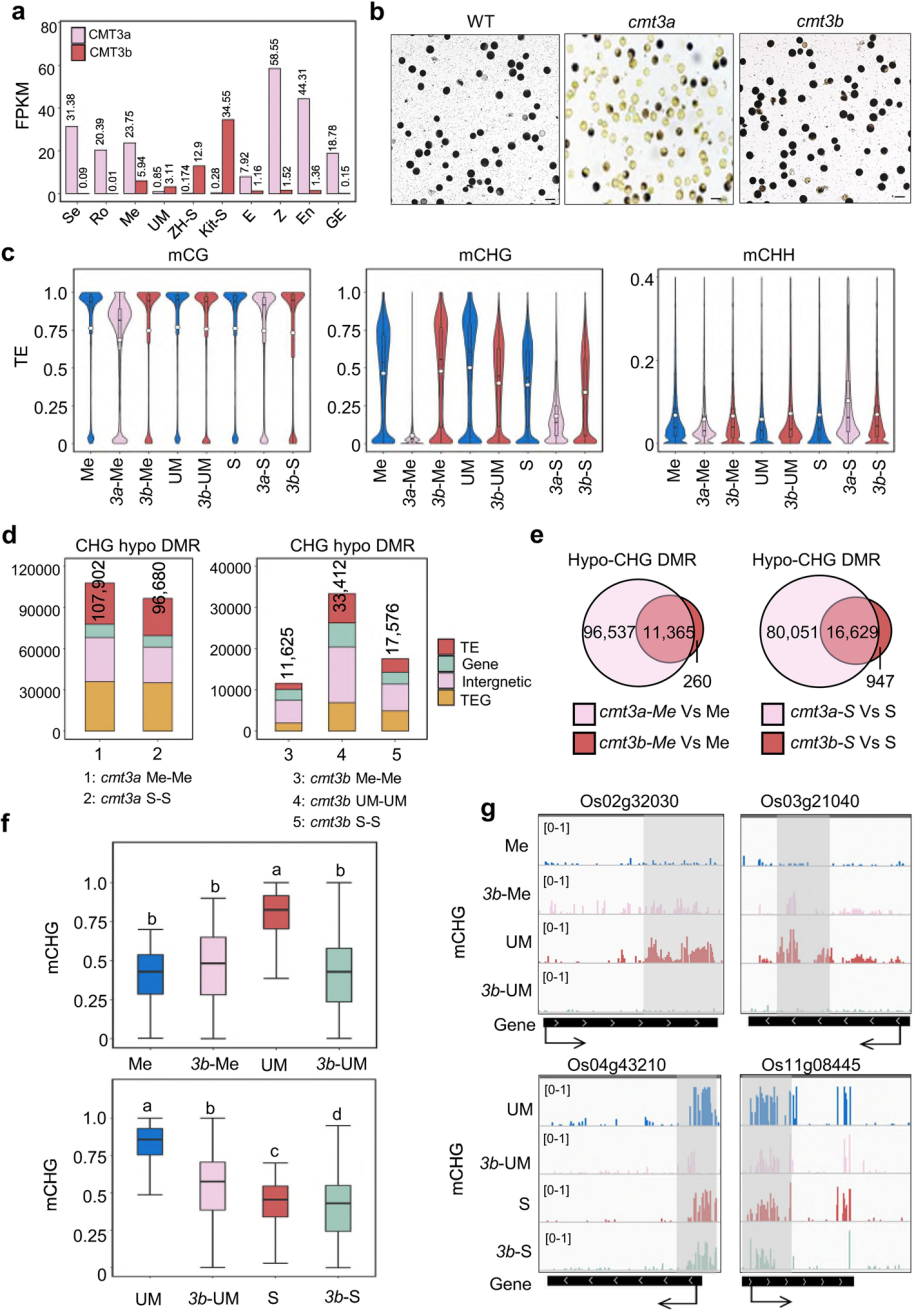
Effects of *cmt3a* and *cmt3b* mutations on DNA methylation in meiocyte, microspore and sperm. **a** Transcript levels in FPKM of rice CMT3a and CMT3b in seedling (Se), roots (Ro), meiocyte (Me), unicellular microspore (UM), sperm (S), egg (E), zygote (Z), endosperm nuclei (En, 1.5 days after fertilization) and globular embryo (GE, 3 days after fertilization) from RNA-seq data. The sperm (Kit-S) in Kitaake background was reported by Anderson et al., (2013). **b** The pollen grains of wild type and *cmt3a* and *cmt3b* mutants were I2-KI stained. Bars = 50 μm. **c** Violin plots comparing overall cytosine methylation levels of wild type and *cmt3a* and *cmt3b* mutant meiocyte (Me), unicellular microspore (UM) and sperm (S). The average methylation levels (white dots) and median values (black bars) in transposable elements (TE) are shown. Values of the methylomes are averages from the two replicates. **d** Number of differential methylated regions (DMR) in *cmt3a* and *cmt3b* relative to wild type. Relative portions in TE (> 500 bp), TEG, gene, and Intergenic regions are indicated by different colors. **e** Venn diagrams showing overlapping of hypo-CHG DMRs in *cmt3a* and *cmt3b* meiocyte (left) and sperm (right) relative to wild type cells. **f** Box plots of DNA methylation levels of hypo-CHG DMRs in meiocyte (Me) versus microspore (UM) (upper) and sperm (S) relative to microspore (UM) (lower) in wild type, *cmt3a* (3a) and *cmt3b* (3b) cells. The significance was calculated with multiple comparison tests. Different letters on top of the bars indicate a significant difference (*p* < 0.05). **g** Genome Browser screen captures showing high CHG methylation sites in microspore relative to meiocyte and sperm decreased in cmt3b mutants (highlighted by grey)

By contrast, the *cmt3b* mutants showed no clear plant morphological phenotype. To check the effects of *cmt3* mutations on DNA methylation during male gametogenesis, we performed BS-seq of meiocyte, unicellular microspore, and sperm isolated from two independent CRISPR/Cas9-free lines of *cmt3a* and/or *cmt3b* at T3-4 generation (as well as a tissue culture-regenerated wild type line) (Additional file 2: Table S1). Violin plots of the data revealed that mCHG was almost absent from *cmt3a* meiocyte (Fig. 2c, Additional file 1: Fig. S6a), consistent with the *CMT3a* loss-of-function effects in somatic tissues [25]. To a lesser extent, mCG was also reduced in *cmt3a* meiocyte. However, *cmt3a* sperm mCHG (as well as mCHH) levels became higher than the mutant meiocyte (Fig. 2c), suggesting that additional activities partially restored mCHG and/or ectopically mediated mCHH in the mutant sperm. DRM2 and CMT2 being highly expressed in rice sperm (Additional file 1: Fig. S7a), the residual mCHG level in *cmt3a* sperm could be maintained by RdDM or CMT2. This hypothesis is supported by the observation that the *drm2/cmt2* mutations also reduced the mCHG levels of those loci in leaves (Additional file 1: Fig. S7b).

By contrast, the *cmt3b* mutation led to a clear loss of overall mCHG in microspore and sperm but the mutation effect was less clear in meiocyte (Fig. 2c, Additional file 1: Fig. S6a). The *cmt3b* mutation also resulted in some increases of mCHH in sperm. Density plots confirmed the observations (Additional file 1: Fig. S6b). The increases of mCHH in *cmt3a/b* sperm might be of indirect effects to compensate mCHG loss in the mutants. Nearly all of the *cmt3b* hypo-CHG DMRs in meiocyte and sperm overlapped with those of *cmt3a* (Fig. 2d, e), indicating that CMT3b functioned to maintain mCHG on a fraction of the CMT3a targets. The *cmt3b* mutation resulted in a large number (33,412) of hypo-CHG DMRs in microspore (Fig. 2d), and diminished the mCHG difference between microspore and sperm observed in wild type (Additional file 1: Fig. S6c). In fact, the methylation levels of hyper-CHG DMRs in wild type microspore versus meiocyte were decreased to the meiocyte levels in *cmt3b* microspore, and the methylation levels of the hypo-CHG DMRs in wild type sperm versus microspore were decreased to the sperm levels in *cmt3b* microspore (Fig. 2f, g). For the three clusters of DMRs shown in Additional file 1: Fig. S3a, the *cmt3b* mutation largely reduced the mCHG levels in microspore (Additional file 1: Fig. S3c). In addition, the 315 genes (from cluster A) showed higher mCHG in exons than introns in microspore (Additional file 1: Fig. S4b), while the *cmt3b* mutation reduced the mCHG levels from both exons and introns, suggesting that CMT3b may preferentially target gene exons in microspore (Additional file 1: Fig. S4a, b). The analysis indicates that *CMT3b* is required for the increase of mCHG in microspore.

### Histone demethylases JMJ706 and JMJ707 reduce CHG methylation

As *CMT3a* is not or lowly expressed in sperm, mCHG diluted by mitosis may not be maintained in sperm. Alternatively, active DNA demethylation may be involved, as mutations of DNA demethylases locally remodeled DNA methylation in sperm [17]. Since mCHG is linked to H3K9me2 through a positive feedback loop [27, 28], we investigated whether H3K9me2 demethylases were also involved in the decease of mCHG in sperm. JMJ706 was shown to function as a H3K9 demethylase in rice [29]. 

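*JMJ707* (LOC_Os02g46930) had 39.2 FPKM in WT sperm, 38.7 ± 1.77 FPKM (SD, n = 3) in microspore and 24.2 ± 0.979 FPKM (SD, n = 3) in meiocyte. In WT egg it had 1.29 ± 0.0591 FPKM (SD, n = 3), and in WT zygote 1.62 ± 0.211 FPKM (SD, n = 3). *JMJ706* (LOC_Os10g42690) had 1.85 FPKM in WT sperm, 10.5 ± 0.271 FPKM (SD, n = 3) in microspore and 4.82 ± 0.193 FPKM (SD, n = 3) in meiocyte. From meiocyte to microspore the log2 fold change was 1.44 for *JMJ706* (SE 0.07, adjusted p = 7.89e-18 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *JMJ707* it was 1.00 (SE 0.05, adjusted p = 2.78e-17 in the same test with Benjamini-Hochberg adjustment), just under the 2-fold limit and not called. The *JMJ707* value passed the limit with DESeq2's size factors (1.03), without microspore replicate 2 (1.01) and without microspore replicate 3 (1.03).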

JMJ707 is closely related to JMJ706 [29], of which JMJ707 showed high expression in sperm (Additional file 1: Fig. S8a). To test whether the genes were involved in mCHG during male gametogenesis, we produced *jmj706* and *jmj707* double knockout (KO) plants and obtained two independent lines (Additional file 1: Fig. S8b). The KO lines (*j67*) showed a reduced pollen viability and seed setting rate (Additional file 1: Fig. S8c, d). We analyzed the DNA methylome of male meiocyte and sperm of the mutant lines (Cas9-free at T3-4 generation) and found that the mutations had no drastic effect on the overall methylation in the cells (Fig. 3a, Additional file 1: Fig. S9a). However, the methylation levels of the hypo-DMRs in wild type meiocyte versus microspore were increased in *j67* meiocyte (Fig. 3b, c, d). Similarly, the methylations levels of the hypo- DMRs in wild type sperm versus microspore were augmented in *j67* sperm (Fig. 3b, c, d). The *jmj706/7* mutations clearly elevated mCHG levels of cluster B DMRs in meiocyte and cluster C in sperm (Additional file 1: Fig. S3c). There was no overlap between *cmt3b* and *jmj706/7*-affected DMRs (Additional file 1: Fig. S9b). The analysis indicated that JMJ706/707 play a role to reduce mCHG at a set of genomic loci (mainly TE or TEG) in male meiocyte and sperm.

**Fig. 3:**
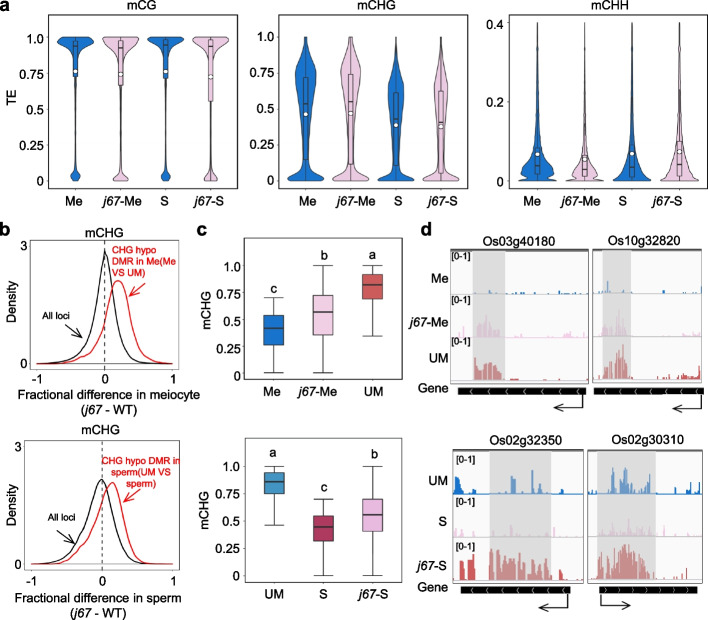
Effects of *jmj706/707* mutations on DNA methylation in male sex cells. **a** Comparison of overall TE methylation levels in wild type and *jmj706/707* mutant meiocyte (Me) and sperm (S). Values of the methylomes are averages from the two replicates. The average methylation levels (white dots) and median values (black bars) are shown. **b** Density plots of CHG methylation differences between *jmj706/707* mutant and wild-type meiocyte (upper) and sperm (lower) (black lines). The red traces are density plots confined to the hypo DMRs between meiocyte and microspore (Me-UM) (upper) or between sperm and microspore (S-UM) (lower). **c** Box plots showing DNA methylation levels of 50-bp hypo-CHG methylation regions in wild type meiocyte (Me) (upper) and sperm (S) (lower) relative to microspore (UM) and in *jmj706/707* meiocyte (j67-Me) and sperm (j67-S). The significance was calculated with multiple comparison tests. Different letters on top of the bars indicate a significant difference (p < 0.05). **d** Genome browser screen shots showing low CHG methylation sites in meiocyte (upper) or sperm (lower) relative to microspore but elevated in *j67* mutants. Grey illustrates differentially methylated regions

### Effect of the *cmt3a/b* and *jmj706/7* mutations on sexual lineage-specific methylation

It is shown that Arabidopsis male sex cells show sexual-lineage-specific methylation (SLM) or sexual-lineage-hypermethylation (SLH) [18]. Using the published methods [18], we identified 555 SLH loci in rice meiocyte, microspore and sperm relative to somatic cells (seedling) (Additional file 1: Fig. S10a). The *cmt3b* mutations reduced the SLH levels in all three male sex cell types, especially in microspore (Additional file 1: Fig. S10b, c). By contrast, the *jmj706/7* had no clear effect on SLH in the sex cells (Additional file 1: Fig. S10b). Further analysis could divide the 555 SLH into 340 canonical SLH and 215 SLM loci (Additional file 1: Fig. S11a) [18]. The canonical SLH loci corresponded mainly to TEs, while the SLM loci were located mainly in genes (body and promoter regions) (Additional file 1: Fig. S11b), suggesting that SLM mainly targets genic regions during male gametophyte and sperm development. In total, 132 genes were targeted by SLM, which are enriched for translational function (Additional file 1: Fig. S11c, Additional file 5: Table S4). 

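All 132 genes of Table S4 were found in the files. Of the 120 genes compared between WT sperm and meiocyte, 82 were over 2-fold lower and 18 were over 2-fold higher in sperm than in every meiocyte library. Among all 27037 genes compared, 48.2% were lower and 32.6% were higher by the same criterion. The median log2 ratio of sperm to meiocyte over the list was -2.73, or -2.70 with genes at the floor placed at their bound. The former lay below all 10000 random lists matched on mean expression (95% of them between -1.72 and -0.00084). Of the 121 genes compared between microspore and sperm, 81 were over 2-fold higher and 16 were over 2-fold lower in every microspore library than in sperm. The median log2 ratio of microspore to sperm was 1.95, above 99.79% of the random lists (95% of them between -0.0015 and 1.58). In all, 94 genes were lower in sperm than in meiocyte or microspore, and 69 were lower than in both. These comparisons have no test, because WT sperm counts as 1 sample.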

The 132 genes appeared to be repressed in sperm compared to meiocyte or microspore (Additional file 1: Fig. S11d, e). The *cmt3b* mutation reduced SLM and increased expression of some of the genes in sperm (Additional file 1: Fig. S11d, e), suggesting that CMT3b may be involved in SLM and repression of some of the genes in sperm.

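Of the SLM genes, 112 were compared between *cmt3b* sperm (3 libraries) and WT sperm (1 sample), of which 50 were over 2-fold higher and 14 were over 2-fold lower in every *cmt3b* library. The median log2 ratio over the list was 0.83, above all 10000 matched random lists (95% of them between -0.42 and 0.41). The same WT sperm sample also served in the comparisons with meiocyte and microspore. A gene low in that sample alone would appear both lower in sperm and higher in *cmt3b* sperm. Of the 94 genes lower in sperm than in meiocyte or microspore, 46 were higher and 4 were lower in *cmt3b* sperm. The random lists were matched on mean expression only, so they do not remove this dependence. From the loss of SLM and the higher expression of some of the genes, the paper proposes that CMT3b may be involved in SLM and in the repression of these genes in sperm. Methylation was not analysed here.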

### Function of CMT3a and CMT3b in egg and zygote DNA methylation

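*CMT3a* had 8.84 ± 0.669 FPKM (SD, n = 3) in WT egg and 90.9 ± 1.83 FPKM (SD, n = 3) in WT zygote, from 212 to 362 counts per egg library and 1981 to 3315 counts per zygote library. The log2 fold change from egg to zygote was 3.55 (SE 0.05, adjusted p = 1.58e-36 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the libraries. With library sizes scaled by TMM the values were 7.10 FPKM in egg and 79.0 FPKM in zygote.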

Unlike in sperm, *CMT3a* is highly expressed in egg and zygote. 

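In WT egg, *CMT3b* had 0.984 ± 0.0383 FPKM (SD, n = 3) from 89 to 151 counts per library, and in WT zygote 1.61 ± 0.153 FPKM (SD, n = 3) from 118 to 214 counts. The log2 fold change from egg to zygote was 0.90 (SE 0.10, adjusted p = 1.16e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under the 2-fold limit.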

*CMT3b* transcripts are detected in Egg and zygote (Fig. 2a). To study *CMT3* function in egg and zygote, we compared wild type, *cmt3a* and/or *cmt3b* egg and zygote methylomes by BS-seq analysis (Additional file 2: Table S1). In wild type, egg and zygote mCHG levels were higher than sperm (Fig. 4a, Additional file 1: Fig. S12a). Because *cmt3a* was infertile, we only analyzed *cmt3a* egg methylome. As in male meiocyte and somatic tissues [25], the *cmt3a* mutation eliminated almost all mCHG in egg (Fig. 2c and Fig. 4a, Additional file 1: Fig. S12a). The *cmt3b* mutation had a limited effect on overall mCHG in egg, but caused a clear decrease of mCHG in zygote (Fig. 4a, Additional file 1: Fig. S12a). The *cmt3b* mutation produced more hypo-CHG DMRs (23,460) in zygote than egg (13,249) or sperm (17,576) (Fig. 4b). About 24% (5,623/23,460) of the hypo-DMRs in *cmt3b* zygote overlapped with the hyper-DMRs in wild type zygote versus sperm (Fig. 4c). In fact, the *cmt3b* mutation reduced the methylation differences of the DMRs between wild type zygote and sperm (Z-S) or egg (Z-E) (Fig. 4d, e). Together, the data indicate that CMT3b participates in reestablishing mCHG methylation at a subset of the Z-S and Z-E DMRs in the zygote.

**Fig. 4:**
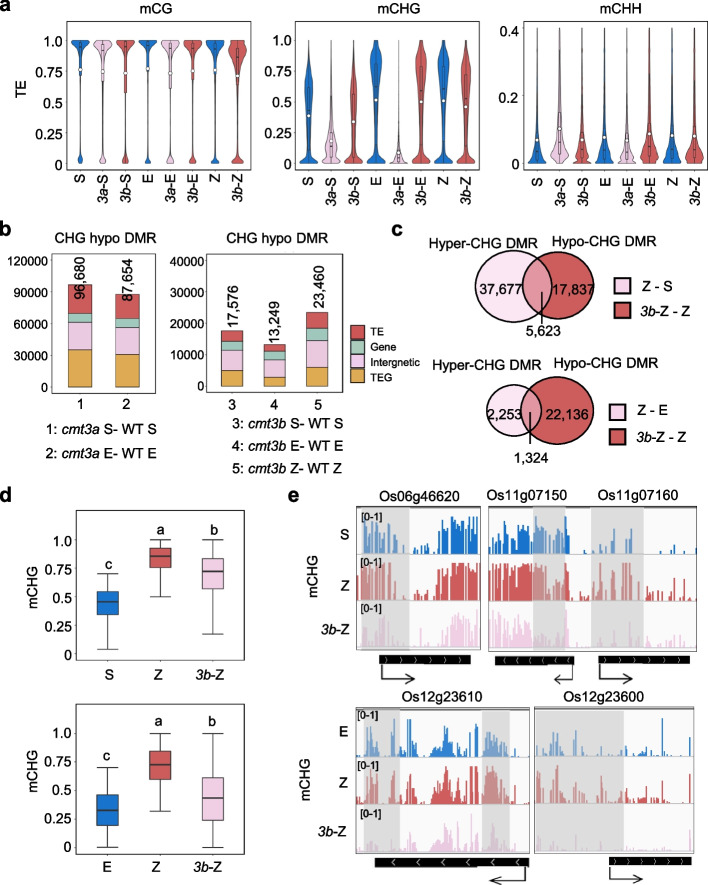
Effect of *cmt3a* and *cmt3b* mutations on DNA methylation in zygote and/or egg cells. **a** Comparison of overall TE methylation levels in sperm (S), egg (E) and zygote (Z) of wild type and *cmt3a, cmt3b* mutants. Values of the methylomes are averages from the two replicates. The average methylation levels (white dots) and median values (black bars) are shown. **b** Number of differential methylated regions (DMR) in the indicated mutant cells relative to wild type. Different colors indicate the distribution of DMR in TE (red), gene (light green), intergenic region (pink), and TEG (yellow). **c** Venn diagrams showing overlapping of hyper-CHG DMRs in zygote relative to sperm (Z-S) (upper) or egg (Z-E) (lower) and hypo-CHG DMRs in *cmt3b* zygote relative to wild type zygote (3bZ-Z). **d** Box plots showing DNA methylation levels of Z-S (upper) or Z-E (lower) hyper-CHG DMR of the indicated cell type. The significance was calculated with multiple comparison tests. Different letters on top of the bars indicate a significant difference (*p* < 0.05). **e** Screenshots of CHG methylation levels of 5 representative genes in the indicated cell

### Function of rice CMT3b in gene expression in reproductive cells

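For *cmt3b*, RNA-seq covered meiocyte (3 libraries) and sperm (3 libraries), and these were set against the WT meiocyte and WT sperm samples described with the microspore data. Total counts were between 16666398 and 20049483 in *cmt3b* meiocyte (median 17913079) and between 14859864 and 18065508 in *cmt3b* sperm (median 16258669). After the filter on low counts, 23192 genes were tested in meiocyte and 22567 were compared in sperm. In *cmt3b* meiocyte, *CMT3b* transcripts were at 7.53 ± 0.427 CPM (SD, n = 3) against 32.2 ± 3.72 CPM (SD, n = 3) in WT, a log2 fold change of -2.10 (SE 0.09, adjusted p = 2.2e-17 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *cmt3b* sperm they were at 4.04 ± 1.55 CPM (SD, n = 3) against 32.3 CPM in WT sperm, a log2 ratio of -3.02. Genes and TE-related genes were not separated, because no annotation of TE-related genes was used here.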

To study the *cmt3* mutation effects on gene expression in sex cells, we first performed RNA-seq of wild type and *cmt3b* male meiocyte and sperm. Three replicates (two replicates for WT sperm) were performed (Additional file 1: Fig. S13a, Additional file 3: Table S2). 

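Over the 19391 genes with at least 20 counts, the counts of the 2 WT sperm files differed by less than the sampling noise, with a chi-square per degree of freedom of 0.240. Independent sampling of reads from the same RNA would give a value near 1. For the 6236 genes with the fewest counts among these, the value was 0.0690. The 23 other pairs of replicates gave values between 1.37 and 6.73, and between 1.10 and 2.30 for genes with the fewest counts. Spearman's correlation across genes was 0.999 between the WT sperm files and between 0.991 and 0.998 in the other pairs. Over the 6 comparisons of replicated groups, libraries that share a replicate number were not closer to each other than other libraries, with 0 of 16 correlations of residuals over 0.1.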

PCA analysis indicated a high reproducibility of the replicates (Additional file 1: Fig. S13b). 

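Over 32921 genes, the median Euclidean distance between log2 CPM profiles was 74.3 between libraries of the same meiocyte group and 166 between *cmt3b* and WT meiocyte, 2.24 times as far. For sperm it was 85.3 between *cmt3b* libraries and 494 between *cmt3b* and WT, 5.79 times as far. With 3 libraries against 3, the exact permutation test of the meiocyte distances gave p = 0.1 (one-sided), the smallest p that 10 splits allow. With WT sperm counted once, each of the 25 libraries that have a replicate had a library of its own group as its nearest neighbour.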

The WT meiocyte transcriptome showed high correlation with previously published rice meiocyte transcriptomes (*r* > 0.85) (Additional file 1: Fig. S13c). In *cmt3b* meiocyte, 2,259 and 1,639 genes were respectively up- and downregulated (Fig. 5a). 

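In the comparison of *cmt3b* with WT meiocyte, 2485 genes were upregulated and 1833 were downregulated. Across the fits that each left out 1 library, 2408 to 2628 genes were up and 1874 to 1965 were down, and without the filter on low counts 2902 were up and 2211 were down. LOC_Os04g43090, with the largest rise by the fitted fold change, was at 173.8 ± 12.7 CPM (SD, n = 3) in the mutant and at the floor in WT meiocyte, at least 739-fold higher. It is 1 of 7 genes that were near silent in WT and expressed in at least 3 mutant groups. LOC_Os06g04930 was at least 62.1-fold higher, and LOC_Os04g11195 was at least 56.4-fold lower. LOC_Os07g35630 had a log2 fold change of -4.92 (SE 0.20, adjusted p = 3.2e-18 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CMT3a* was lower in *cmt3b* meiocyte, with a log2 fold change of -1.25 (SE 0.08, adjusted p = 2.24e-14 in the same test). The 1090 genes expressed over 10 times higher in WT meiocyte than in the other WT cell types had a median log2 fold change of -0.64 in the same comparison.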

Similar numbers of differentially expressed genes (DEGs) were detected in the mutant sperm (Fig. 5a). 

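In *cmt3b* sperm, 7943 genes (35.2% of those compared) were over 2-fold higher than WT sperm in every library, and 7415 genes (32.9%) were over 2-fold lower. Fig. 5a restricts sperm to genes with TPM over 10. Among the 11763 genes with TPM over 10 in *cmt3b* or WT sperm, 4089 were higher and 3183 were lower. With DESeq2's size factors in place of TMM, which shifted the median log2 ratio of all genes by -0.22, 7419 of all genes were higher and 8083 were lower. No test was made, so these counts cannot be set against the tested counts of meiocyte. LOC_Os05g33150 rose from 0.404 CPM in WT sperm to 2309 ± 167 CPM (SD, n = 3), a log2 ratio of 12.20. LOC_Os05g49830 was at least 1041-fold higher, LOC_Os06g05990 was at least 660-fold lower and LOC_Os02g52180 was at least 519-fold lower.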

Upregulated genes in *cmt3b* meiocyte were enriched for gene transcription function, while upregulated genes in *cmt3b* sperm were mainly enriched for translational function (Additional file 1: Fig. S14a, b). 

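Table S5 lists 148 genes for meiocyte and 122 for sperm. In *cmt3b* meiocyte, 141 of the 148 genes were tested, 137 were upregulated and 0 were downregulated, with the same counts of 137 and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 141 were higher and 0 were lower. The median log2 fold change was 2.11, or 2.06 with the 31 genes at the floor placed at their bound. The list ranked higher than other genes in limma's camera test (p = 2.82e-46, two-sided), also with an estimated correlation (p = 0.0081). The direction was also up with fry, which does not compare the list with other genes. In *cmt3b* sperm, all 122 genes of the sperm list were over 2-fold higher in every library, with a median log2 ratio of 3.71 and 26 genes at the floor in WT sperm. The authors chose both lists on these samples, so the counts are not independent evidence.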

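The genes shown for meiocyte in Fig. 5c were upregulated in *cmt3b* meiocyte. *NAC24* (LOC_Os05g34310) had a log2 fold change of 1.13 (SE 0.16, adjusted p = 8.11e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *NAC127* (LOC_Os11g31340) of 3.22 (SE 0.20, adjusted p = 5.88e-14) and *bHLH046* (LOC_Os09g29360) of 2.11 (SE 0.19, adjusted p = 1.61e-10). In *cmt3b* sperm, *NAC24* was at least 29.9-fold lower. Of the genes shown for sperm, *ARF21* (LOC_Os08g40900) was at 2.58 CPM in WT sperm and 66.99 ± 4.17 CPM (SD, n = 3) in *cmt3b* sperm, a log2 ratio of 4.62. *RPP14* (LOC_Os05g18780) was at least 38.5-fold higher and *rbcS* (LOC_Os12g17600) at least 66.3-fold higher in *cmt3b* sperm, where they had 7.17 ± 0.625 and 12.4 ± 2.12 CPM (SD, n = 3). In *cmt3b* meiocyte, *RPP14* was also upregulated (log2 fold change 2.77, SE 0.12), *ARF21* was not called (-0.50) and *rbcS* was downregulated (-1.70, SE 0.16). *RPP14* was also upregulated in *cmt3a* egg (5.49, SE 0.18), in *cmt3b* egg (4.81, SE 0.21) and in *cmt3b* zygote (at least 109-fold higher). *rbcS* was upregulated in *cmt3b* egg (1.54, SE 0.41) and *cmt3b* zygote (2.29, SE 0.58) but not called in *cmt3a* egg (0.59). The *rbcS* value in *cmt3b* zygote rests on uneven libraries, at 0.322 to 59.2 CPM against 4.19 to 6.17 CPM in WT zygote. The lowest of these *cmt3b* libraries lay below every WT zygote library. *ARF21* was called in none of these groups.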

A small number of upregulated DEGs were found to associate with hypo-DMRs in the mutant cells (Fig. 5b, c; Additional file 6: Table S5). The analysis suggests that CMT3b plays a role in shutdown of transcriptional activity in meiocyte for preparation of meiosis and may contribute to the low translational activity in sperm [30].

**Fig. 5:**
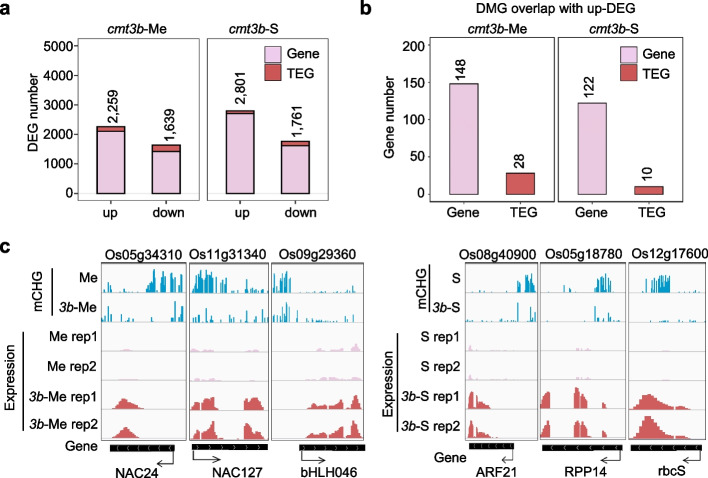
The *cmt3b* mutation affected non-TE gene expression in meiocyte and sperm.**a** Number of differentially expressed non-TE genes (pink) and TE-related genes (TEG) (red) in *cmt3b* mutant meiocyte and sperm relative to wild type (padj < 0.01, FC > 2). The highly expressed genes (TPM > 10) in sperm were filtrated for comparison. **b** Number of upregulated genes overlapping with hypo-CHG methylated genes (DMG) detected in *cmt3b* meiocyte and sperm relative to the wild type cells. **c** Genome browser screenshots of the methylation and expression levels of representative genes of the 148 (left) and 122 (right) genes shown in (**b**)

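RNA-seq of female gametes and zygotes covered WT egg (3 libraries), WT zygote (3 libraries), *cmt3a* egg (2 libraries), *cmt3b* egg (2 libraries) and *cmt3b* zygote (3 libraries), with 50 cells per library. The paper's methods give 6.5 h after pollination for zygotes, and the sample labels give 6 to 8 h after fertilization. Total counts were between 16151914 and 25610860 in WT egg (median 23721389), between 13924063 and 22392600 in WT zygote (median 15403538), and between 9240046 and 15653152 in *cmt3b* zygote (median 15301621). They were 20739658 and 24464327 in *cmt3a* egg, and 10142664 and 11388970 in *cmt3b* egg. Both mutant eggs were compared with the same 3 WT egg libraries, as was WT zygote. After the filter on low counts, 22744 genes were tested for *cmt3a* egg, 21466 for *cmt3b* egg, 20638 for *cmt3b* zygote and 21265 for WT zygote against WT egg. The labels give no sequencing batch, so a batch that follows genotype would not be seen.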

In parallel, we analyzed the egg and zygote transcriptomes of wild type and *cmt3a/b* plants. Because *cmt3a* was infertile, we only analyzed *cmt3a* egg transcriptome. PCA analysis indicated high levels of reproducibility of the replicates. 

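Between libraries of the same group, the median distance was 52.3 in the comparison of *cmt3a* egg with WT egg, where the farthest pair was at 70.0. In the comparison of *cmt3b* egg with WT egg the farthest pair of the same group was at 77.2. For *cmt3b* and WT zygote the median was 68.1 and the farthest pair was at 87.2.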

The *cmt3b* egg and zygote transcriptomes were close to, but distinct from, the wild type (Additional file 1: Fig. S13b). By contrast, the *cmt3a* egg transcriptome was largely distal from the wild type (Additional file 1: Fig. S13b), consistent with the drastic effect of *cmt3a* mutation on mCHG in egg. 

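The median distance between *cmt3b* egg and WT egg libraries was 192, which is 1.19 times the distance of 160 between WT zygote and WT egg and 3.66 times the distance within groups. Between *cmt3b* and WT zygote libraries the distance was 148, which is 0.924 times that between WT zygote and WT egg and 2.18 times that within groups. For zygote, the exact permutation test gave p = 0.1 (one-sided), which 3 libraries against 3 cannot go below. With a prior count of 0.5 the ratio to the distance between WT zygote and WT egg was 0.973 for *cmt3b* zygote, and with only genes of at least 10 CPM it was 0.822.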

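Between *cmt3a* egg and WT egg libraries the median distance was 259, which is 1.61 times the distance between WT zygote and WT egg and 4.95 times the distance within groups. With a prior count of 0.5 the first ratio was 1.66, and with only genes of at least 10 CPM it was 1.32. On the first pair of principal components, which hold 43.9% and 22.4% of the variance, *cmt3a* egg lay nearer to WT egg than *cmt3b* egg did. The second component was 131 to 133 in WT egg, 119 to 120 in *cmt3a* egg and 87.8 to 88.0 in *cmt3b* egg. On the first component the order was the other way, with 119.8 to 121 in WT egg, 112 to 113 in *cmt3b* egg and 99.4 to 100.2 in *cmt3a* egg. The paper relates the position of the *cmt3a* egg transcriptome to the loss of mCHG in *cmt3a* egg. 

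**Figure D1:**
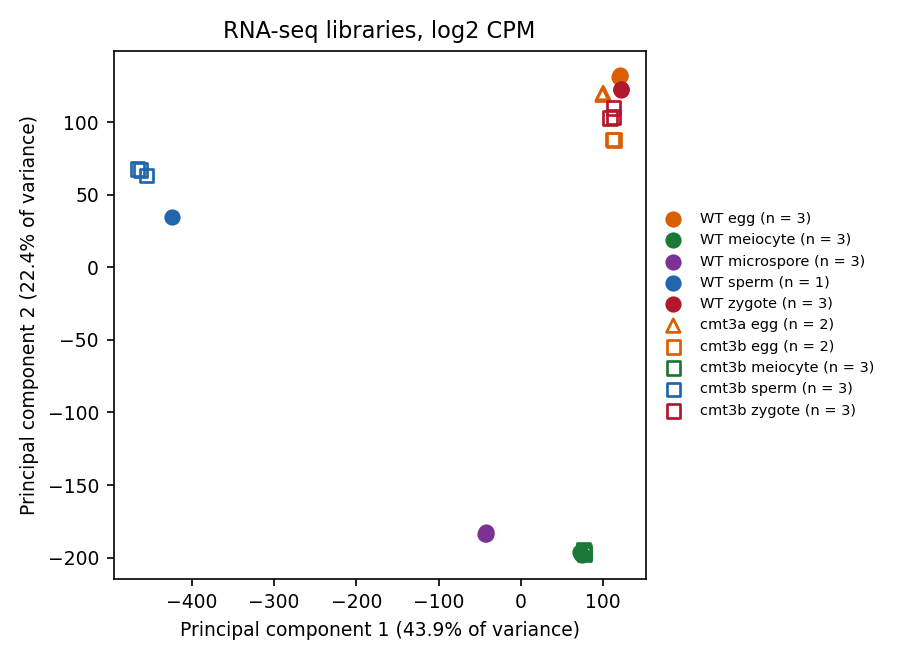
Principal components of log2 CPM over 32921 genes, with 1 marker per library and WT sperm as the mean of its 2 files (n = 1). The first component (43.9% of the variance) is on the horizontal axis and the second (22.4%) on the vertical axis, and the libraries of each group lie together.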

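In *cmt3a* egg, 4462 genes were upregulated and 4214 were downregulated. Across the fits that each left out 1 WT egg library, 4316 to 4428 genes were up and 3934 to 4086 were down. LOC_Os03g02470 was at least 3234-fold higher and LOC_Os07g06834 at least 649-fold higher than in WT egg, and both belong to the 7 genes near silent in WT and expressed in at least 3 mutant groups. LOC_Os02g29040 was at least 107-fold lower and LOC_Os07g05290 at least 72.1-fold lower. *CMT3a* had a log2 fold change of -1.11 (SE 0.11, adjusted p = 6.87e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *CMT3b* of -2.93 (SE 0.26, adjusted p = 1.34e-08). Between 35470 and 38089 features had at least 1 count in *cmt3a* egg libraries, against 26200 to 27089 in WT egg. A single gene, LOC_Os09g01000, held 14.0% of the counts in *cmt3a* egg and 1.56% in WT egg.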

There were in total 4,868 upregulated genes (> two-fold, Q < 0.01), of which 1,648 were hypomethylated at CHG sites in *cmt3a* egg (Additional file 1: Fig. S12b, c). Interestingly, among the up-regulated genes, 1,461 were TEGs, of which 982 (67.2%) were hypomethylated at CHG sites in *cmt3a* egg (Additional file 1: Fig. S12b, c). The analysis indicates that CMT3a-mediated mCHG is required mainly for TEGs repression in egg, consistent with previous results showing that *cmt3a* mutation resulted in burst of TE expression [26]. 

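In *cmt3b* egg, 3065 genes were upregulated and 1810 were downregulated. Across the fits that each left out 1 WT egg library, 2911 to 3152 genes were up and 1765 to 1867 were down. *CMT3b* had 0 to 1 counts per *cmt3b* egg library and was at least 16.7-fold lower than in WT egg. LOC_Os03g02470 was at least 4216-fold higher and LOC_Os01g35330 at least 1148-fold higher, and the latter is also among the 7 genes near silent in WT. LOC_Os04g01740 was at least 66.3-fold lower and LOC_Os08g32410 at least 50.2-fold lower.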

The *cmt3b* mutation resulted in totally 3,022 upregulated genes (> two-fold, Q < 0.01) in egg, of which few were TEGs and only 120 (including 26 TEG) were identified as hypo-CHG methylated genes in the mutant egg (Additional file 1: Fig. S12b, c), indicating that unlike *cmt3a*, the *cmt3b* mutation de-repressed mainly non-TE-related genes, which was likely independent of a clear loss of mCHG. However, about 40% of the upregulated genes in *cmt3b* overlapped with those detected in *cmt3a* eggs (Additional file 1: Fig. S12d), suggesting that both CMT3 genes are required for gene (mainly non-TEGs) repression in egg. 

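Of the 3065 genes upregulated in *cmt3b* egg, 1241 (40.5%) were also upregulated in *cmt3a* egg, and 349 were downregulated there. Over the alternatives tried, the share was between 38.9% and 40.7%. Because both mutants were compared with the same WT egg libraries, the overlap was also counted in simulated data. In 10 simulations with unchanged groups, 0 genes were called in both. In 20 simulations with the changes placed on random genes, 673 to 743 genes were upregulated in both, or 811.6 to 874 when scaled to the numbers of genes called in the data, since the simulations called fewer (a mean of 3963 in *cmt3a* egg and 2873 in *cmt3b* egg). From the overlap the paper proposes that both CMT3 genes are required for gene repression in egg.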

The *cmt3b* mutation resulted in upregulation of 2,179 and downregulation of 1,870 genes in zygote (Additional file 1: Fig. S12b). 

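In *cmt3b* zygote, 1790 genes were upregulated and 1667 were downregulated. Across the fits that each left out 1 library, 1745 to 1862 genes were up and 1653 to 1750 were down. *CMT3b* had a log2 fold change of -1.22 (SE 0.13, adjusted p = 1.4e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *CMT3a* was not called (-0.16). LOC_Os04g43090 was at least 192-fold higher and LOC_Os01g35330 at least 904-fold higher than in WT zygote, both near silent in WT as above. LOC_Os04g52420 had a log2 fold change of -5.46 (SE 0.21) and LOC_Os02g58150 of -3.36 (SE 0.14).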

Similar to that observed in *cmt3b* egg, relatively few upregulated genes were TEGs or showed hypo mCHG in *cmt3b* zygote (Additional file 1: Fig. S12c).

### CMT3b represses zygotic genes in egg cells

In wild type zygote we identified 1804 down- and 2628 upregulated (> two-fold, Q < 0.01) genes relative to egg (Fig. 6a). 

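Between WT zygote and WT egg, 2787 genes were higher and 2051 were lower in zygote. Across the fits that each left out 1 library, 2734 to 3036 genes were higher and 1997 to 2159 were lower. LOC_Os09g20000 was at least 76.1-fold higher in zygote, and LOC_Os08g34630 was at least 43.9-fold lower. The log2 fold change was 6.69 (SE 0.18) for LOC_Os01g58850 and -7.49 (SE 0.08) for LOC_Os04g23550.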

Among the upregulated genes, 416 overlapped with previously identified genes expressed in rice zygotes (Fig. 6b) [31]. The 416 genes were enriched for chromatin replication and cell division functions (Fig. 6c), consistent with zygotic genome activation to promote zygote cell division in plants [32]. 

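Table S6 lists 83 genes. All 83 were higher in WT zygote than in WT egg, with a median log2 fold change of 3.08. In *cmt3b* egg, 82 were tested, 79 were upregulated and 0 were downregulated, and the counts were 79 and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 82 were higher and 0 were lower. The median log2 fold change in *cmt3b* egg was 1.46. The list ranked higher than other genes in limma's camera test (p = 5.71e-28, two-sided), also with an estimated correlation (p = 0.0407). The direction was also up with fry, which does not compare the list with other genes. The authors chose this list on these libraries, so it is not independent evidence. Among all 2787 genes higher in WT zygote than in WT egg, 1031 (37.0%) were upregulated and 103 (3.70%) were downregulated in *cmt3b* egg. Among all 20716 genes tested in both comparisons, these shares were 11.9% and 8.67%. Of the 2051 genes lower in WT zygote, 158 (7.70%) were upregulated and 504 (24.6%) were downregulated in *cmt3b* egg. Both comparisons use the WT egg libraries, and 20 simulations with the changes placed on random genes gave 415 to 495 shared upregulated genes, or 475 to 552 when scaled to the numbers of genes called. The rise of the 79 upregulated genes of Table S6 took a median of 18.6% of the difference between WT zygote and WT egg (quartiles 14.4% and 30.0%). The 50 genes with the highest zygote level among those at the floor in WT egg were at a median of 15.1% of that level in *cmt3b* egg. They reach down to 1.17 CPM in zygote, so for the weakest of them this share lies near the floor in *cmt3b* egg. The list of zygotic genes from the earlier study was not used here.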

Within the 416 zygotic genes, 83 were upregulated in *cmt3b* egg. By contrast, although the *cmt3a* mutation caused a larger number of upregulated genes in egg, only 39 were among the 416 zygotic genes (Fig. 6d). 

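Of the 83 genes of Table S6, 79 were tested in *cmt3a* egg, of which 11 were upregulated and 27 were downregulated. The median log2 fold change was -0.57. The list ranked lower than other genes in limma's camera test (p = 0.00443, two-sided), but not with an estimated correlation (p = 0.251). The direction was also down with fry, which does not compare the list with other genes. Among the genes higher in WT zygote than in WT egg, 602 (21.6%) were upregulated and 719 (25.8%) were downregulated in *cmt3a* egg. The 20 simulations with the changes on random genes gave 579 to 661 upregulated genes for this overlap, or 691 to 779 when scaled to the numbers of genes called in the data.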

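In *cmt3b* egg, the log2 fold change was 1.31 (SE 0.11) for *MET1b* (LOC_Os07g08500), 1.40 (SE 0.04) for *TOP2* (LOC_Os02g47150), 1.74 for *HMG* (LOC_Os02g15810), 1.37 for *HMGB* (LOC_Os08g01100) and 1.81 for *H4* (LOC_Os07g36500), and all were upregulated. *CMT3a* was upregulated at the 2-fold limit, with a log2 fold change of 1.00 (SE 0.10, adjusted p = 1.27e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell below the limit with DESeq2 (0.99), without WT egg replicate 1 (0.98) and without WT egg replicate 2 (0.96). *SMC2* (LOC_Os01g67740) had 1.04 and *NAC5* (LOC_Os11g08210) 1.10, and these were under the limit without WT egg replicate 2 (0.99) and without WT egg replicate 1 (0.95), respectively. *DEL2* (LOC_Os06g13670) had a log2 fold change of 0.94 (adjusted p = 0.00136 in the same test with Benjamini-Hochberg adjustment) and was not called, but it was called with a replicate block (1.23) and without WT egg replicate 3 (1.18). The other genes of Fig. 6e were upregulated, with log2 fold changes between 1.197 (LOC_Os05g02300) and 2.19 (LOC_Os03g02780), the latter at 93.4 to 116 CPM in the WT egg libraries and 459 ± 17.8 CPM (SD, n = 2) in *cmt3b* egg. The rises of the genes named here that are in Table S6 and were called took between 7.61% (*CMT3a*) and 34.2% (LOC_Os03g02780) of the difference between WT zygote and WT egg. Of the genes of Fig. 6g in *cmt3b* zygote, *TBL29* (LOC_Os06g44900) had a log2 fold change of 1.99 (SE 0.15) and *DUF1399* (LOC_Os11g40590) of 1.03 (SE 0.05), and both were upregulated. *H4* had 0.99 there and was not called.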

Among the 83 zygotic genes upregulated in *cmt3b* egg were those encode histones, chromatin proteins (HMGs, SMC2, TOP2), DNA methyltransferases (MET1 and CMT3a), transcription factors (E2F, HAP3, NAC), and cell division-related proteins (Fig. 6e, f, g, Additional file 7: Table S6). 

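In *cmt3b* zygote, where all 83 genes of Table S6 were tested, 3 were upregulated and 3 were downregulated against WT zygote. At an unadjusted p under 0.05, 34 were higher and 30 were lower. The median log2 fold change was 0.05, and the list did not differ from other genes in limma's camera test with the preset correlation (p = 0.995, two-sided).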

The analysis suggested that CMT3b has a function to repress zygote gene expression program in egg.

**Fig. 6:**
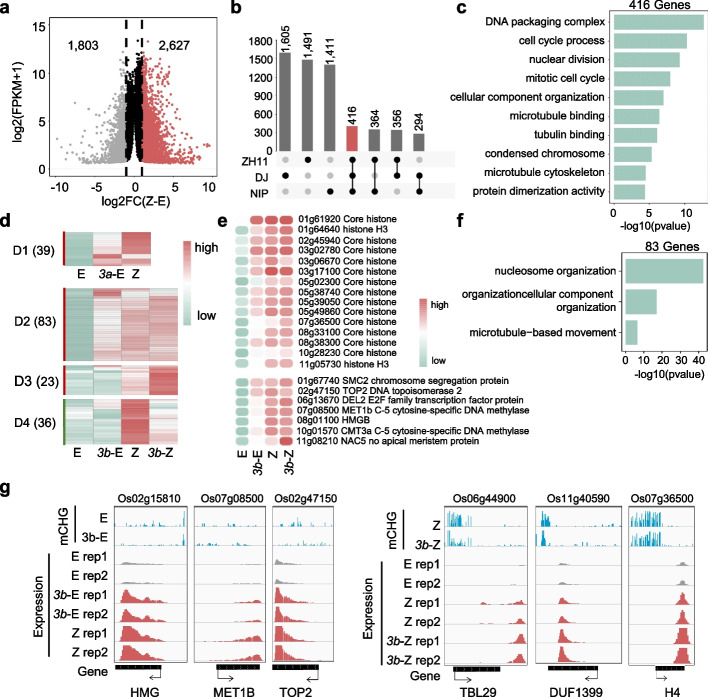
The *cmt3b* mutation de-represses zygote-expressed genes in egg. **a** Number of differentially expressed genes in wild type zygote relative to egg (FC > 2, *p* < 0.01). **b** Overlaps of high zygotic expression gene relative to egg in NIP, DJ and ZH11 varieties (Anderson et al., 2017; Zhou et al., 2021). **c** GO enrichment of zygote-expressed genes detected in three cultivars. **d** Transcript heatmaps of the 416 zygote-expressed genes in *cmt3b* egg (3b-E) and zygote (3b-Z) compared with wild type egg (E) and zygote (Z). **e** Transcript heatmaps of several representative zygote genes upregulated in *cmt3b* egg. **f** GO enrichment of the 83 upregulated genes in *cmt3b* egg shown in (**d**). **g** Integrative Genomics Viewer screenshots of six examples of the genes described in (**d**)

## Discussion

### Non-CG methylation dynamics during rice male gametogenesis

Previous results showed that DNA methylation in plants is partially remodeled or reconfigured in male and female gametes [12–17, 19]. In this work, we provided evidence that non-CG (mainly CHG) methylations are dynamically remodeled during rice male gametogenesis with the highest levels observed in microspore and the lowest levels in sperm. It is known that during male germline development there is a cell cycle arrest [33], which could account for the reduced mCHG and mCHH in sperm. Unlike in Arabidopsis meiocyte that has higher mCG but lower mCHH than in somatic tissues [18], DNA methylation levels in rice male meiocyte were similar to somatic tissues (Additional file 1: Fig. S15), suggesting that the remodeling process likely starts after meiosis in rice. Although the underlying function of the dynamic remodeling of mCHG (i.e. first increased in microspore then reduced in sperm) remains to be further explored, association of substantial numbers of genes with hypo mCHG in meiocyte and sperm relative to microspore of hundreds of genes (enriched for translational function) suggest that the remodeling is linked to gene expression dynamics during male gametogenesis. This is supported by the identification SLM, which targets mainly genes that are repressed in sperm. Alternatively, the remodeling may associate with chromatin changes during male gametogenesis.

The increase of mCHG observed in microspore was unexpected, as the methylation levels would be reduced after the meiotic cell divisions. The enhanced mCHG may have functional significance in microspore development. It remains to be studied whether the increased mCHG is related to chromatin reorganization of the haploid genome that was shown to be activated before the bicellular microspore stage in cereals [34]. As hyper-methylated genes are enriched for ribonucleoprotein complex (such as mRNA-binding) and translation proteins in microspore, the mCHG increase may be also related to repression of genes involved in transcriptional and translational activities that are shutdown during meiosis or male gametogenesis [26].

The decrease of mCHG in sperm may be required for sperm development and/or reshaping the sperm chromatin that lacks the compact silent center (CSC) found in egg and zygote chromatin 3D structures [21], and contains specific histone variants and modification patterns [35–39]. Alternatively, the decreased mCHG might facilitate the decondensation of the sperm chromatin upon fusion with the egg cell nucleus after fertilization, allowing initiation of transcription from the paternal genome [40].

The remodeling of non-CG methylation in rice sperm seemed to differ from Arabidopsis sperm where mCHH is lost or largely reduced [12]. This may be due to a different mCHH landscape in the rice genome, which is mainly scattered in genic regions [4, 5]. In fact, in rice sperm mCHH was found to be reduced in genic regions, but appeared to be enhanced in TE-rich pericentromeric regions (Additional file 1: Fig. S16a, b). The increased mCHH at pericentromeric region in sperm may be indirectly promoted by DNA demethylation at TE and repetitive sequence in the pollen vegetative cell in rice [16]. Alternatively, siRNAs produced by microspore may be inherited into sperm, in which they target heterochromatin LTR retrotransposon silencing through the RdDM pathway. In addition, the reduced genic mCHG and mCHH may also involve DNA demethylases that were shown to function in rice sperm [17].

### Distinct functions of CMT3a /b in reproductive cells

CMT3a is the major CHG methyltransferase in rice. *CMT3a* expression was detected in meiocyte, but barely in sperm (Fig. 2a), which may contribute to the low mCHG levels in sperm cells. However, CMT3a-mediated mCHG appeared essential for post-meiotic development, as the *cmt3a* mutation that eliminated mCHG in meiocyte stopped the pollen development at bicellular microspore stage. The expression pattern and mutation effects indicate that CMT3b plays an important role in increasing mCHG in the microspore in addition to complementing CMT3a for mCHG maintenance in meiocyte and sperm. However, the present data suggest that CMT3b preferentially targets protein-coding genes for methylation and is required for repression of transcriptional and/or translational genes during male gametogenesis.

The present work indicated CMT3a/b also have distinct functions in egg. CMT3a plays the major role in silencing TEGs, whereas CMT3b is required for repression of zygote gene expression program in egg. The repression of cell vision genes by CMT3b in egg is consistent with previous results showing that rice and maize egg cells are almost devoid of transcripts encoding histone proteins [31, 41]. The *cmt3b* effects on zygote mCHG and gene expression indicate that CMT3b participates in zygotic genome reprograming by reestablishing mCHG methylation and by regulating gene expression. In conclusion, the work reveals non-CG DNA methylation dynamics during male gametogenesis and distinguishes CMT3a/b functions in mCHG and gene expression in reproductive cells in rice.

## Conclusions

The work shows that during male gametogenesis mCHG level is first enhanced in microspores but subsequently reduced to the lowest level in sperm. CMT3a is the main CHG methyltransferase in somatic cells and meiocyte to silence TE and TE-related genes, while CMT3b is required for the surge of mCHG in microspore to repress transcription and translation-related genes, and is involved in the establishment of the zygotic epigenome after fertilization. The histone H3K9me2 demethylases JMJ706 and JMJ707 contribute to the reduction of mCHG in sperm. This study reveals a dynamic remodeling of mCHG during male gametogenesis, which has functional significance for pollen development and fertilization.

## Methods

### Plant materials and growth conditions

Rice variety Zhonghua11 (ZH11) (*Oryza sativa* spp. *japonica*) was used for transformation of *CMT3a*, *CMT3b*, and *JMJ706/707* CRISPR/Cas9 vectors in this study. Single-guide RNAs (sgRNA) of CRISPR/Cas9 system were designed as previously reported [42]. The sgRNA target sequences of *CMT3a*, *CMT3b*, and *JMJ706/707* as well as primers for genotyping are listed in Additional file 8: Table S7. Mutations in *CMT3a*, *CMT3b* and *JMJ706/707* were decoded by DSDecodeM (http://skl.scau.edu.cn/dsdecode/) [43, 44]. Cas9-free transgenic plants from T3-T4 segregating populations were utilized for phenotypic analysis and isolation of reproductive cells. For field growth, germinated rice seedlings were planted in Wuhan from May to October. For greenhouse growth, germinated rice seedlings were planted in soil-filled boxes under a 14-h light/10-h dark cycle at temperatures of 32 °C (in light) and 26 °C (in dark).

### Sperm, meiocyte and unicellular microspore isolation

Rice sperm, meiocyte and unicellular microspore were isolated from anthers of Cas9-free transgenic plants and tissue culture-regenerated wild type plants. For sperm isolation, mature anthers were soaked in 45% (w/v) sucrose and then transferred into 15% (w/v) sucrose to release sperm pairs. For isolation of meiocytes, panicles of about 5 cm length were chosen and middle parts of the panicles were collected. Intact anthers were carefully selected using dissecting needles, placed onto an RNAase-free slide, and suspended in a PBS solution containing 1% proteinase inhibitors. The outer wall of anthers was then removed by capillary to release meiocytes. Isolated meiocytes were checked under a light microscope (Additional file 1: Fig. S1a). For isolation of unicellular microspores, panicles of about 8 cm length were harvested and the middle parts of the panicles were collected. Anthers were dissected out and made a hole with a capillary tube in the same solution as used for meiocyte isolation. Squeeze gently from the opposite side of the hole to release unicellular microspore. Isolated microspores were checked under a light unicellular microscope (Additional file 1: Fig. S1b). All isolated cells were collected by a micromanipulator system (Eppendorf, TransferMan® 4r).

### Egg and unicellular zygote isolation

Rice eggs and unicellular zygotes were isolated from ovules before and after fertilization of Cas9-free transgenic plants and tissue culture-regenerated wild type [17, 21]. Briefly, ovaries of non-pollinated and pollinated florets (about 6.5 h after pollination) were manually collected in RNAase-free water under a dissection microscope. The collected ovules were transferred to a solution containing 0.53 M mannitol and 1% proteinases inhibitors to release eggs or zygotes. All isolated cells were stained by FDA (Fluoresceinc diacetate, Sangon, 596–09-8) and collected by a micromanipulator system (Eppendorf, TransferMan® 4r).

### RNA-seq and BS-seq library construction

For RNA-seq library construction, mRNA isolated from different types of cells were reverse transcribed and amplified by using a Single Cell Full Length mRNA Amplification Kit (Vazyme, Cat.# N712) according to manufacturer’s instruction. cDNAs were sheared into 200–400 bp DNA fragments followed by purification using VAHTS DNA Clean Beads (Vazyme, Cat.# N411). The rest steps were performed using the TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, Cat.# TD502). About 3000 sperm cells and 400 meiocytes were used to construct the transcriptome libraries. Fifty cells of egg or unicellular zygote were used for each replicate of the transcriptome library construction. BS-seq libraries were constructed using reported protocol [23]. About 300–400 cells were pooled for each replicate for sperm, meicoyte and unicellular microspore bisulfite seq library construction and fifty cells of egg or unicellular zygote were used to construct bisulfite seq library.

### Semi-thin section

Proper florets were gathered and 50% FAA (50 ml absolute ethanol, 10 ml 37% formaldehyde solution, 5 ml glacial acetic acid, add double distilled water to 100 ml) was used to fix samples. Semi-thin embedding were performed using Herau Kulzer Technovit 7100 resin. Briefly, the materials were first transferred to a gradient alcohol solution (70% for 4 h at 4° C, 85% for 1 h at room temperature, 95% for 1 h at room temperature, 100% for 2 h at room temperature), then immersed separately in a pre-infiltration solution (equal parts of 96% or absolute ethanol and base liquid Technovit 7100) and an infiltration solution (1 g hardener I dissolved in 100 ml base liquid) for two hours. The treated materials were embedded in a 65° C film stand with polymerisation solution (1 ml hardener is added with the help of a pipette and stirred into 15 ml of preparation solution) and then sliced.

### RNA-seq data analysis

First, raw RNA-seq data were cleaned using fastp software to remove connectors and filter low-quality reads [45]. Clean read was then matched to the MSU7.0 rice reference genome using hisat2 software [46]. FeatureCounts were used for quantitative analysis and the differentially expressed genes (Fold change > 2, q < 0.01) were calculated by DESeq2 [47].

### BS-seq data analysis

Fastp software was used to remove connectors and filter low-quality reads from the acquired raw BS-seq data. Clean reads were mapped to the MSU7.0 rice genome. Bismark software was used to match, deduplicate and extract methylation sites [48]. To obtain more loci for analysis, we combined the two biological replicates. Duplicates were removed and uniquely mapped reads were retained and each cytosine covered by at least five reads for further analysis. To avoid methylation being strongly influenced by single cytosine sites, the methylation level of each cytosine is calculated separately and then averaged for all cytosines to represent the methylation level for each bin (bin methylation level = (sum of individual cytosine methylations) / (number of cytosines within 100 bp).

To identify differential methylated regions (DMRs), the whole genome was divided into 100-bp bins. Bins that contained at least five cytosines each and every cytosine with at least a five-fold coverage were retained, absolute methylation difference of 0.5, 0.3, and 0.1 for CG, CHG, and CHH, respectively, and *P* values < 0.01 (Fisher’s exact test) were considered as DMRs. Neighboring DMRs within 200 bp were merged.

TE gene and gene Annotation information was downloaded from the Rice Genome Annotation project (http://rice.uga.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_7.0/all.dir/all.locus_brief_info.7.0). Differentially methylated genes (DMG) were identified using bedtools software [49], filtrated by > 80% of overlap between DMRs and genes.

Density plots show the frequency distribution of DNA methylation differences between 50-bp window of two samples with at least 20 informative sequenced cytosines in both samples and 70% CG, 30% CHG, or 10% CHH methylation in either of the samples as previously described [16].

### Identification of sexual lineage-specific methylation loci

The previously reported method [18] was used to identify SLH and SLM in rice male sex cells. Briefly, Average sex cell mCG and mCHH levels within 100 bp bins were calculated from meiocytes, microspores and sperm, and average sex cell mCHG levels were calculated from meiocytes and microspores. Fractional methylation in 100 bp windows across the genome was compared between an average of selected sex cells (SexAV) and somatic tissues (Seedling) (Diff = SexAV—Seedling). The total methylation level was significantly different (Fisher's exact test *p*-value < 0.01), and the methylation level of all sex cell replicates was higher than that of all somatic tissues and selected windows meeting the following criterion: Diff_CG > 0 & Diff_CHG > 0.05 & Diff_CHH > 0.1 & (Diff_CG + Diff_CHG + Diff_CHH) > 0.4.

The refined list of SLHs (555 loci) was then separated into two groups based on the level of CHH/G methylation in somatic tissues: 1) SLMs with CHH and CHG methylation lower than 0.05 and 0.1, respectively, in somatic tissues (215 loci). 2) canonical SLHs with CHH methylation higher than 0.05 or CHG methylation higher than 0.1, in somatic tissues (340 loci) [18].

### Supplementary Information

**Additional file 1: Figure S1.** Isolation of rice meiocytes and unicellular microspores and quality control of rice male germ cells BS-seq. **Figure S2.** DNA methylation levels in reproduction cells compared with somatic tissues. **Figure S3.** Analysis of microspore hyper DMRs relative to meiocyte and sperm. **Figure S4.** Analysis of mCHG genes in unicellular microspore. **Figure S5.** Effects of *cmt*3*a* and *cmt*3*b* in pollen development. **Figure S6.** CMT3b maintains high mCHG level in microspore. **Figure S7.** Analysis had no effect on mCHG in cmt3a mutant sperm cells. **Figure S8.** Production and phenotypic analysis of jmj706/707 double mutants. **Figure S9.** Average methylation level of TEG and genes in jmj706/707 meiocyte and sperm cells compared with wild type. **Figure S10.** Effect of the cmt3a/b and jmj706/7 mutations on sexual lineage-specific methylation. **Fig. S11.** Analyze the Canonical SLH and lineage-specific methylation (SLM). **Figure S12.** Effects of cmt3a and cmt3b mutations in zygote and/ or egg DNA methylation. **Figure S13.** Transcriptome data analysis. **Figure S14.** Enrichment of upregulated genes in *cmt3b* meiocyte and sperm. **Figure S15.** DNA methylation levels in rice reproductive cells and seedlings. **Figure S16.** DNA CHH methylation landscape in rice reproductive cells and seedlings.

**Additional file 2: Table S1.** Summary of BS-seq data.

**Additional file 3: Table S2.** Summary of RNA-seq data.

**Additional file 4: Table S3.** 315 genes annotated by Cluster A.

**Additional file 5: Table S4.** 132 genes annotated by SLM.

**Additional file 6: Table S5.** CMT3b regulates gene in meiocyte and sperm.

**Additional file 7: Table S6.** 83 zygotic genes upregulated in *cmt3b* egg.

**Additional file 8: Table S7.** Primers used in this study.

**Additional file 9. **Review history.

## Data Availability

Genes sequence data from this article can be found in the Rice Genome Annotation Project website under the following accession numbers: CMT3a, LOC_Os10g01570, CMT3b, LOC_Os03g12570, JMJ706, LOC_Os10g42690, JMJ707, LOC_Os02g46930. All high throughput data in support of the finding of this study deposited to the Gene Expression Omnibus (GEO) under the accession number GSE235680 [50]. The transcription profiles of reported rice sperm were downloaded from Gene Expression Omnibus (accession no. GSE50777) [51]. The rice central cells and vegetative cells BS-seq data was under the accession number GSE89789 [52] and GSE126791 [53]. The rice *cmt2* and *drm2* mutant BS-seq data was under the accession number GSE138705 [54]. No other scripts and software were used other than those mentioned in the Methods section.

# Supplementary material for: DNA methylation remodeling and the functional implication during male gametogenesis in rice
**Source:** Genome Biol. 2024 Apr 2;25:84. doi: 10.1186/s13059-024-03222-w
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Summary of BS-seq data.

**Additional file 2: Table S1. Summary of BS-seq data.**

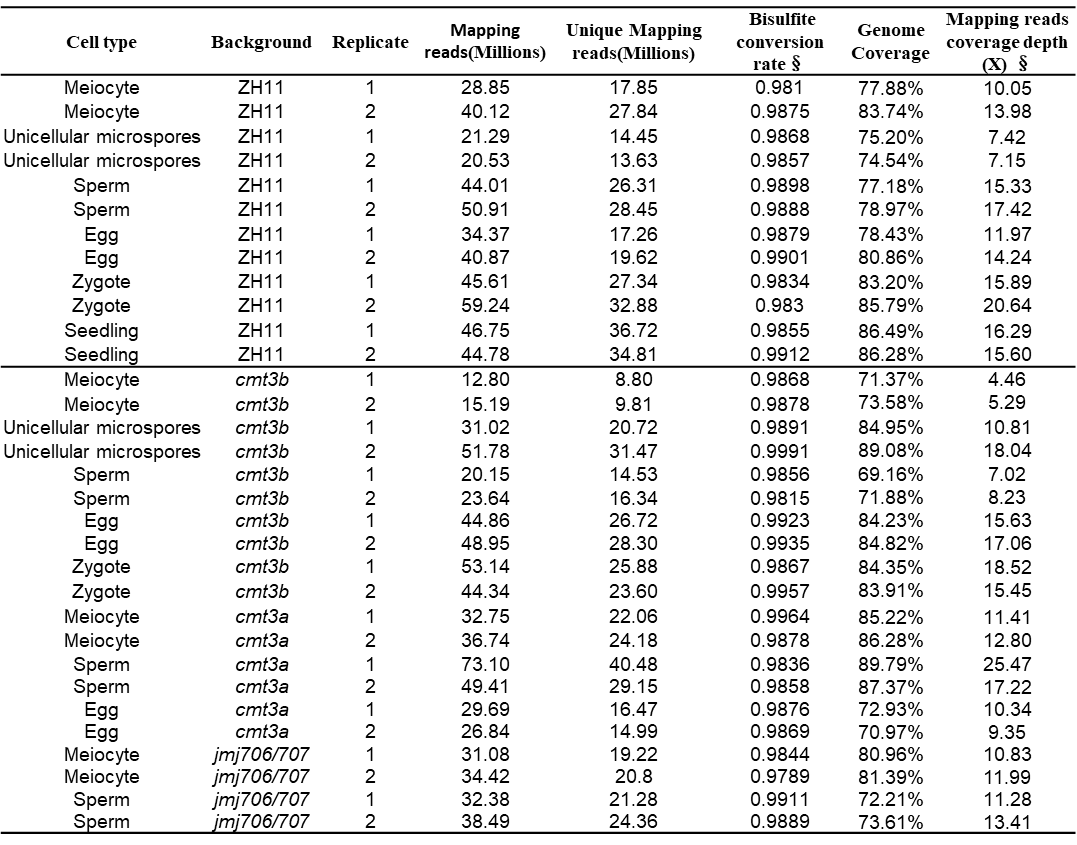

§, Bisulfite conversion rate was calculated by subtracting chloroplast DNA methylation ratio.

How the deposited data were processed for this re-analysis (not part of the article)

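The series has 59 samples, of which 32 are BS-seq and 27 are RNA-seq. The RNA-seq samples were used, and the BS-seq samples were not analysed here. The RNA-seq samples form 10 groups: WT meiocyte, microspore, sperm, egg and zygote, *cmt3b* meiocyte, sperm, egg and zygote, and *cmt3a* egg. Each sample's condition was taken from its label. The paper and the labels name different kits for the amplification of cDNA, and the line of each mutant replicate is not named in the paper's text.

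The authors cleaned the reads with fastp, aligned them with hisat2 to the MSU7.0 rice genome and counted them per gene with featureCounts. They called differentially expressed genes with DESeq2. Each RNA-seq file gives raw counts, FPKM and TPM per feature, of which 55801 are LOC_Os identifiers and 185 are others. The authors computed the FPKM values from the counts, per length of the gene and per total count on genes, and the TPM values as length-scaled counts with the same sum in every file. The FPKM values were recomputed from the counts, the gene lengths in the files and the total counts, and the largest relative difference was 5e-15. The reference table of gene symbols matched 0 identifiers of the files, so gene symbols come from the paper and its tables. *DRM2* and *CMT2*, GO terms and TE-related genes were not analysed here, because no identifiers or annotation were at hand.

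Total counts per library were between 9240046 and 25610860, with a median of 16151914. At 3 counts, a gene in the smallest library is at 0.325 CPM. Replicate libraries of a group differed little, with a biological coefficient of variation between 2.39% and 4.04% over the comparisons. For genes with the fewest counts, pairs other than WT sperm had a chi-square per degree of freedom of 1.10 to 2.30. Reads from the same RNA would give a value near 1. SDs and p-values cover the spread of these libraries, and whether it includes the spread between plants cannot be told.

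Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were read with jsonlite 2.0.0. Each comparison of replicated groups was fitted on its own with TMM normalization, filterByExpr at a minimum count of 10 and edgeR's quasi-likelihood test, and p-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.01 and a fold change over 2. Tested on simulated data with the libraries' own means and dispersions and 200 changed genes, edgeR called all 200 and 0 to 2 of the unchanged genes over 2 runs. With 1 reference library in place of 3, 199 to 200 changed genes were found and 17 to 40 unchanged genes were counted as over 2-fold different. The planted changes were above the fold limit and lay only on well-covered genes, so finding them was nearly fixed in advance. In *cmt3b* sperm 15358 genes were over 2-fold different, and the spread of WT sperm is unknown. The simulation therefore does not show how reliable counts against WT sperm are.

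An edgeR test was planned for comparisons with WT sperm, but it was not used, because the 2 WT sperm files differ by less than counting noise and cannot estimate a spread. WT sperm was therefore counted as 1 sample, the rounded mean of the counts of both files, and tests that take the files as separate samples appear only as alternatives. Ratios to WT sperm were taken on the log2 CPM scale with a prior count of 2 and TMM normalization, averaged over the libraries of the other group. A list's median ratio was set against 10000 random lists drawn from 20 bins of mean expression. With WT sperm as 1 sample, the tests of a difference between effects, the replicate block, DESeq2 and the fit of all groups were not run. DESeq2 was run only with both files as separate samples. Where every library of a group is at 3 counts or fewer, the fold is given as a bound, with 3 counts in the smallest library of that group as its level. Bounds, and the CPM values of single genes in the passages, use the TMM-normalized library sizes of the comparison and no prior count, so a bound can lie above the ratio taken with a prior count. In the closing section, CPM values are per total count, except those of *rbcS*.

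Gene lists were taken from Tables S3 to S6 and tested with limma's camera, with its correlation between genes set to 0.01. Camera compares a list with the other genes, whereas fry tests only whether the listed genes change. A difference of the *cmt3b* effect between cell types was tested as an interaction term in edgeR. Distances between libraries are Euclidean distances of log2 CPM. Genes named in the text are those the paper names for expression, and, for each comparison of a mutant with WT or of zygote with egg, the 2 with the largest rise and the 2 with the largest fall in log2 fold change among genes called, with a mean of at least 10 CPM in the higher group and no overlap between replicates. For sperm the same rule was applied to log2 ratios. Other genes named were chosen after their values were seen.

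The alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2's size factors in the edgeR fit, no filter on low counts, the replicate number as a block, all groups in one fit, each library of a group of 3 and each WT sperm file left out in turn, fry and an estimated correlation in place of camera's preset one, a prior count of 0.5, distances over genes with at least 10 CPM, FPKM with TMM-scaled library sizes, and a TPM limit of 1 in place of 10. Alternatives chosen after seeing the data were both WT sperm files as separate samples, TPM over 10 in WT sperm, in *cmt3b* sperm or in both, and the alternatives for the photosynthesis-type genes and for the differences of the *cmt3b* effect on named genes.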

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

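The tests of the 7 genes near silent in WT, the differences of the *cmt3b* effect on named genes, and the interval tried for the meiocyte genes were chosen after the result was seen.

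The *cmt3b* effect differed between zygote and egg for 5052 of 22303 genes in a test of the interaction (edgeR, adjusted p under 0.01 and a fold change over 2). The effect was higher in zygote for 1875 genes and lower for 3177. Among genes called in both cell types, 667 were upregulated in both, 437 were downregulated in both, 187 were up in egg and down in zygote, and 59 were the reverse. The interaction was called for all 246 of the latter 2 kinds, whose opposite calls already fix a difference over 2-fold. Depth differs between these groups, but with all libraries thinned to 9240046 counts 4553 genes were called. With a trend in gene length removed, 4592 were called. Both values argue against depth or a length trend as the whole source. A difference in the response of egg and zygote to the mutation, as the design names, may remain, and it was not tested apart from this count. The egg groups hold 2 and 3 libraries and the zygote groups 3 and 3, and a batch that follows genotype in 1 cell type stays open.

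A signal appeared in genes the paper does not discuss: 7 genes had 3 counts or fewer in every WT library of a cell type and at least 10 CPM in the mutant of that cell type, in at least 3 of the 5 mutant groups. They are LOC_Os01g35330, LOC_Os03g02470, LOC_Os03g18779, LOC_Os04g43090, LOC_Os06g40240, LOC_Os07g06834 and LOC_Os11g35300. In the reverse direction, 1 gene was silent in at least 2 mutant groups and expressed in WT, and 0 genes in at least 3. At 10 CPM or more were 7 of the genes in *cmt3b* egg, 7 in *cmt3b* zygote, 6 in *cmt3a* egg, 5 in *cmt3b* meiocyte and 4 in *cmt3b* sperm. LOC_Os03g02470 was at 673 CPM in *cmt3b* egg, 479 in *cmt3a* egg, 399 in *cmt3b* zygote, 177 in *cmt3b* meiocyte and 23.9 in *cmt3b* sperm, and at most 0.478 CPM in a WT group. Admixed RNA from another WT cell type of the series would need WT cells that express these genes, and 0 of the 7 genes reached the level of the mutants in any WT group, where the highest mean was 2.42 CPM. A difference between the mutant and WT plants other than the mutation cannot be told apart from an effect of the mutation. The paper's methods give Cas9-free mutant plants and WT plants regenerated from tissue culture. For 6 of the 7 genes the expression was found in both *cmt3a* and *cmt3b* samples, which a change carried by both lines or an effect of either mutation would give alike, and the lines of the replicates are not named.

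Named genes that were called in opposite directions in *cmt3b* in 2 cell types were examined. This choice fixed a difference over 2-fold and left only its adjusted p open. For these genes the difference of the effects was tested. Between egg and meiocyte it was 2.24 for *CMT3a* (SE 0.13, adjusted p = 3.49e-17 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from -1.25 in meiocyte to 1.00 in egg. It was also called for *rbcS* (3.23), LOC_Os03g06670 (3.23), LOC_Os05g49860 (2.95), *MET1b* (2.59), *HMGB* (2.63) and *NAC5* (2.87). Between zygote and meiocyte it was 3.99 for *rbcS* and 3.56 for *NAC5*, and between zygote and egg it was -3.28 for LOC_Os03g06670. The *rbcS* value between zygote and meiocyte rests on uneven libraries, with 0.322 to 59.2 CPM in *cmt3b* zygote against 4.19 to 6.17 CPM in WT zygote. It was 3.05 without *cmt3b* zygote replicate 2 and 4.64 without *cmt3b* zygote replicate 1, and with DESeq2 it was 4.07 with an adjusted p of 0.0165 (Benjamini-Hochberg), which is past the limit for a call. Zygote RNA in the *cmt3b* egg samples stays open for the rise in egg of the 6 genes of Table S6 among them, which took between 7.61% (*CMT3a*) and 17.3% (*NAC5*) of the difference between WT zygote and WT egg. A lower share of meiocyte RNA was examined for *CMT3a* alone. Depth and a length trend were not examined for these genes, and no biological explanation was tested beyond the difference of cell types that the design names.

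*CMT3a* fell in *cmt3b* meiocyte, which a lower share of meiocyte RNA in the mutant samples may explain. The 1090 genes over 10 times higher in WT meiocyte than in the other WT cell types had a median log2 fold change of -0.64 (quartiles -1.94 and 0.36), and 401 of them fell at least as far as *CMT3a*. Before the values were seen, a fall as large as that of *CMT3a* (-1.25) was set as the sign of a lower share, and a median above -0.63, which is 0.5 times that change, as the sign against it. The median met neither. A share of genes called higher (12.8%, 140 genes, with 455 lower) and then a bootstrap interval of the median, -0.75 to -0.52, were tried after this was seen, and they decide nothing for 1 gene, because the genes of the set moved both ways. A lower share of meiocyte RNA and an effect of the mutation itself in meiocyte cannot be told apart for *CMT3a*.

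In *cmt3b* sperm, *NAC24* had a log2 ratio of -5.26, *rbcS* of 6.10 and *NAC5* of 5.21, each opposite in sign to its change in *cmt3b* meiocyte. These differences were not tested, because WT sperm counts as 1 sample, and *NAC24* in *cmt3b* sperm and *rbcS* in WT sperm were at the floor, so their ratios depend on the prior count. Technical sources were examined for the many differences in sperm, where 15358 genes were over 2-fold different. With a length trend removed, 15353 genes were over 2-fold different, and without the 2 genes with the most counts, 15344. RNA from microspore was examined only for the 5226 genes higher in both microspore and *cmt3b* sperm than in WT sperm, which would need a median of 54.3% of the microspore level. The 50 genes with the highest microspore level among those at the floor in WT sperm (at least 391 CPM in microspore) were used as markers. In *cmt3b* sperm they were at a median of 0.00627% of their microspore level. Of these, 37 were at 1% or less and 0 reached the level needed. These values argue against a length trend and the most abundant genes as the whole source of the differences. They argue against microspore RNA as the whole source for the 5226 genes, and it was not examined for the other genes. A difference between the single WT sperm sample and other WT sperm stays open, because no second WT sample is at hand.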

How the results depend on the processing

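The fits of the interaction with a library left out, the alternatives for the differences of the *cmt3b* effect on named genes and for the photosynthesis-type genes, and the tests that take both WT sperm files as samples were chosen after the result was seen.

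Over 70 results that answer a comparison, 577 alternatives were run, and 543 kept the direction and the side of the threshold, or for a count stayed within 1.5 times and for a level within the spread of replicates. For 50 of the results this held under all alternatives run for them. Without the filter on low counts, 12681 genes were higher in microspore than in meiocyte, where more genes are tested. With TPM over 1, 7320 genes were over 2-fold higher and 6717 over 2-fold lower in *cmt3b* sperm, since more genes pass. With an estimated correlation between genes, the camera p was 0.0962 for the genes of Table S3 in microspore against meiocyte and 0.251 for the genes of Table S6 in *cmt3a* egg.

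For the genes of Table S6 in *cmt3b* zygote, 5 were called higher with DESeq2, and 3 to 5 across the fits that each left out 1 library, with 5 without WT zygote replicate 2. The direction of this list, with a median near 0 and no test past a threshold, was reversed with DESeq2's size factors (camera p of 0.987), without the filter (0.992), with a replicate block (0.908), with all groups in one fit (0.912) and with fry (0.335), and p was 0.781 to 0.986 across the fits that each left out 1 library. The cause was not tested.

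Distances to WT, as ratios to that between WT zygote and WT egg, moved by more than the spread of replicates. With a prior count of 0.5 the ratio was 1.66 for *cmt3a* egg, 1.19 for *cmt3b* egg, 0.973 for *cmt3b* zygote and 3.00 for *cmt3b* sperm. With genes of at least 10 CPM it was 1.32, 1.18, 0.822 and 3.23 for these groups and 0.840 for *cmt3b* meiocyte. With DESeq2's size factors it was 1.59 for *cmt3a* egg, 1.19 for *cmt3b* egg and 3.11 for *cmt3b* sperm. The cause was not tested.

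With TMM-scaled library sizes, *CMT3a* was at 22.8 FPKM in WT meiocyte, 1.50 in sperm, 7.10 in egg and 79.0 in zygote, and *CMT3b* was at 2.62 FPKM in microspore, 6.74 in sperm, 0.790 in egg and 1.40 in zygote, which follows from the scaling of whole libraries. DESeq2's size factors in place of TMM shifted the median log2 ratio of all genes by -0.19 between microspore and sperm and by 0.28 between sperm and meiocyte, so counts against WT sperm depend on the scaling, and lists were set against other genes for this reason.

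For 111 results on named genes, 802 of 820 alternatives kept the direction and the side of the threshold, 8 fell under it, 5 rose past it and 5 changed sign. The sign changed for LOC_Os03g02780 in *cmt3a* egg, which was 0.0072 and not called: -0.0074 with DESeq2, -0.0012 with DESeq2's size factors, -0.037 with a replicate block, and -0.056 to 0.097 across the fits that each left out 1 WT egg library. For the 10 differences of the *cmt3b* effect on named genes, 115 of 116 alternatives kept the call. These genes were chosen for their opposite calls, so this number mainly restates the choice. For the interaction of zygote and egg, DESeq2 gave 1592 genes higher and 3024 lower, and the fits with a replicate block or with 1 library of a group of 3 left out 1794 to 1916 and 3064 to 3145.

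With both WT sperm files taken as separate samples, edgeR called 8098 genes higher and 8256 lower in *cmt3b* sperm, and DESeq2 called 7579 and 9192. Depth limits genes at 3 counts or fewer, for which only a bound on the fold is given. For comparisons with WT sperm, DESeq2, the replicate block, the fit of all groups and the difference of effects between sperm and meiocyte were not run with WT sperm as 1 sample, as no spread can be estimated from it.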

Differences from the paper's values

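The number of genes over 2-fold lower in *cmt3b* sperm with TPM over 10 was 3183 here, and the paper's is about 1800 in Fig. 5a, read by eye. The number here is a count without a test against 1 WT sample. Fig. 5a counts genes at an adjusted p under 0.01, so the criteria are unlike and may account for part of the gap. Of the alternatives set before the data were examined, none closed the gap: 3629 with DESeq2's size factors, 3054 without the filter on low counts, 3185 to 3262 with a library left out, and 6717 with TPM over 1. With TPM over 10 in *cmt3b* sperm or in both groups, chosen after seeing the values, 1673 genes were lower. With TPM over 10 in both groups or in WT sperm the number of genes higher was 1025, and with TPM over 10 in *cmt3b* sperm it was 4089, against the paper's about 2800 in Fig. 5a, read by eye. With TPM over 10 in WT sperm 3183 genes were lower.

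In WT sperm, *CMT3a* was at 1.07 FPKM, and the paper's value is about 0.17 in Fig. 2a, read by eye. None of the alternatives set before the data were examined closed the gap: TMM-scaled library sizes gave 1.50 FPKM, and either file alone gave 1.06 or 1.08. *CMT3b* in WT sperm was at 4.82 FPKM, and the paper's value is about 13 in Fig. 2a, read by eye. The alternatives gave 6.74 FPKM with TMM-scaled library sizes and 4.76 or 4.87 with either file alone, and none closed the gap.

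In WT zygote, *CMT3a* was at 90.9 FPKM, and the paper's value is about 59 in Fig. 2a, read by eye. TMM-scaled library sizes gave 79.0 FPKM, within 1.5 times the paper's value, and leaving out a library (90.1 to 91.9 FPKM) did not close the gap.

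The paper shows *DEL2* among the genes upregulated in *cmt3b* egg in Fig. 6e, and here it had a log2 fold change of 0.94 and was not called, but it was called with a replicate block (1.23) and without WT egg replicate 3 (1.18). Fig. 6g shows *H4* as higher in *cmt3b* zygote, where it had 0.99 here and was not called. The paper places *cmt3b* egg near WT egg and *cmt3a* egg far from it in Fig. S13b. On the first pair of principal components here, *cmt3a* egg lay nearer to WT egg than *cmt3b* egg did, with the second component at 119 to 120 in *cmt3a* egg, 87.8 to 88.0 in *cmt3b* egg and 131 to 133 in WT egg. The first component went the other way, with 99.4 to 100.2 in *cmt3a* egg, 112 to 113 in *cmt3b* egg and 119.8 to 121 in WT egg, and the distance over all genes was larger for *cmt3a* egg (259) than for *cmt3b* egg (192).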

Other observations

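The test of the photosynthesis-type genes and their list, and the test of zygote RNA for the genes of Table S6, were chosen after the result was seen.

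In *cmt3a* egg, 4462 genes were called higher than in WT egg. A few abundant genes, length, background reads and depth were examined as sources. Without the 2 genes with the most counts, LOC_Os09g01000 (14.0%) and LOC_Os09g00999 (1.89%), 4433 genes were called higher. With a trend in gene length removed, 4259 were. With all libraries of both groups thinned to 16151914 counts, 4086 were. Over 16699 silent genes the background was 1.15 counts per kb, and 89.8% of the genes called higher lay at more than 10 times it, with a median of 101 counts per kb. The genes called had passed the filter on low counts, so the 89.8% is partly fixed by that choice, and the median carries more weight. Features with 1 to 5 counts numbered 13407 to 15779 in *cmt3a* egg and 4615 to 4736 in WT egg. These values argue against each of the 4 as the whole source, for background reads only if they are spread evenly. Depth was not matched between *cmt3a* and *cmt3b* egg, so a difference between their numbers of genes was not tested. The number of features with at least 1 count was higher in *cmt3a* egg and in WT microspore (42291 to 42885) than in the other groups (26112 to 32046), and what it reflects was not tested.

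For the genes higher in both WT zygote and *cmt3b* egg (1031), zygote RNA in the *cmt3b* egg samples would have to be at a median of 107% of the zygote level. The 50 genes with the highest zygote level among those at the floor in WT egg (at least 1.17 CPM in zygote) were at a median of 15.1% of their zygote level in *cmt3b* egg, with 8 of them at 1% or less and 9 above the level needed. This argues against zygote RNA as the whole source for the 1031 genes, and a share near 15.1% stays open. The 15.1% rests partly on genes near the floor, as 3 counts are 0.296 and 0.263 CPM in the *cmt3b* egg libraries. For the genes of Table S6 alone the values point both ways. The rise of the 79 that were called took a median of 18.6% of the difference between WT zygote and WT egg, close to the 15.1%, and 24 of them need no more than that. Of 41 genes with at least 20 CPM in WT zygote and at least 10 times their WT egg level, whatever their change in the mutant, of which 21 are Table S6 genes that were called, the median was 15.0%, but 7 stayed under 5%. Among these 7, LOC_Os08g01400 was at 103.99 CPM in WT zygote, 106.73 CPM in *cmt3b* zygote and 0.230 CPM in *cmt3b* egg. Zygote RNA in the *cmt3b* egg samples and an effect of the mutation on the zygote program cannot be told apart for the Table S6 genes, because many abundant zygote genes rose by about the same share and 7 rose by less or fell. The shared WT egg libraries may raise the overlap, but simulations with the changes on random genes gave at most 495 genes shared with zygote and at most 743 shared between *cmt3a* and *cmt3b* egg, below the observed 1031 and 1241. Scaled to the numbers of genes called in the data, these simulations gave 475 to 552 and 811.6 to 874 genes. Across genes, which are not independent replicates, the log2 fold changes of WT zygote and *cmt3b* egg had r = 0.436, and those of *cmt3a* and *cmt3b* egg r = 0.498. In the 10 simulations with unchanged groups, r was 0.327 to 0.383 and 0.328 to 0.355, and in the 20 with the changes on random genes 0.0693 to 0.115 and 0.145 to 0.179.

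Of the genes in the sperm list of Table S5, 20 are called photosynthesis-type here by a search of their descriptions. The search took photosystems, the large chain of ribulose bisphosphate carboxylase, cytochromes of the photosynthetic chain and chloroplast ribosomal proteins. The last of these serve translation, so the name of the set is loose. Their summed level was 310.1 CPM in WT sperm and 9803 CPM in *cmt3b* sperm, where all 20 were over 2-fold higher, with a median log2 ratio of 4.54. They were also higher in the other mutant groups: 18 of 19 were called in *cmt3b* meiocyte (median 2.33), 19 of 19 in *cmt3a* egg (2.91), 12 of 20 in *cmt3b* egg (1.16) and 11 of 17 in *cmt3b* zygote (1.22). A rise in every mutant group, whatever the cell type, was found in 4 of the 4 groups other than *cmt3b* sperm, and may point to a source that all mutant plants or samples share, such as growth conditions, the lines or the mutations themselves. These were not told apart. The camera p was 2.43e-18 in *cmt3b* meiocyte, 8.88e-34 in *cmt3a* egg, 0.00171 in *cmt3b* egg and 4.25e-04 in *cmt3b* zygote (limma, two-sided), and with an estimated correlation it was 0.173 in *cmt3b* egg and 0.0415 in *cmt3b* zygote. The genes were chosen by the paper as higher in *cmt3b* sperm, so sperm is not independent evidence. LOC_Os09g01000 held 4.31% of counts in *cmt3b* meiocyte against 0.628% in WT, 2.496% against 0.503% in zygote and 5.88% against 3.29% in sperm, but 1.21% against 1.56% in the comparison of *cmt3b* with WT egg.

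For the comparisons of 3 libraries with 3, every split of the 6 libraries into groups of 3 was fitted. In each of *cmt3b* against WT meiocyte, *cmt3b* against WT zygote, WT zygote against WT egg, and WT microspore against WT meiocyte, 1 of the 10 splits, the real one, gave as many genes, and 10 splits cannot give a share under 0.1.

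WT sperm was also set against other WT cells with no test. Of 25587 genes compared, 11748 were over 2-fold higher and 9356 were over 2-fold lower in every WT egg library than in WT sperm. For WT zygote the numbers were 11444 and 9252 of 25248. The excess of higher genes depended on the processing. Without the filter on low counts, the numbers were 12383 higher and 12359 lower for WT egg, and 12229 and 12278 for WT zygote. With DESeq2's size factors they were 11210 and 9908, and 10912 and 9811. With both WT sperm files as separate samples, an alternative chosen after seeing the data, DESeq2 called 11141 higher and 11771 lower for WT egg, and 11066 and 11622 for WT zygote, and edgeR called 11578 and 10046, and 11482 and 9954.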
